# Cell type-specific weighting-factors to solve solid organs-specific limitations of single cell RNA-sequencing

**DOI:** 10.1371/journal.pgen.1011436

**Published:** 2024-11-18

**Authors:** Kengo Tejima, Satoshi Kozawa, Thomas N. Sato

## Abstract

While single-cell RNA-sequencing (scRNA-seq) is a popular method to analyze gene expression and cellular composition at single-cell resolution, it harbors shortcomings: The failure to account for cell-to-cell variations of transcriptome-size (i.e., the total number of transcripts per cell) and also cell dissociation/processing-induced cryptic gene expression. This is particularly a problem when analyzing highly heterogeneous solid tissues/organs, which requires cell dissociation for the analysis. As a result, there exists a discrepancy between bulk RNA-seq result and virtually reconstituted bulk RNA-seq result using its composite scRNA-seq data. To fix this problem, we propose a computationally calculated coefficient, “cell type-specific weighting-factor (cWF)”. Here, we introduce a concept and a method of its computation and report cWFs for 76 cell-types across 10 solid organs. Their fidelity is validated by more accurate reconstitution and deconvolution of bulk RNA-seq data of diverse solid organs using the scRNA-seq data and the cWFs of their composite cells. Furthermore, we also show that cWFs effectively predict aging-progression, implicating their diagnostic applications and also their association with aging mechanism. Our study provides an important method to solve critical limitations of scRNA-seq analysis of complex solid tissues/organs. Furthermore, our findings suggest a diagnostic utility and biological significance of cWFs.

## Author summary

Single cell RNA sequencing (scRNA-seq) is a powerful method to unveil gene expression landscape with single-cell resolution. However, scRNA-seq, in particular for the analysis of highly heterogeneous solid organs, fails to account for the apparent heterogeneity of cellular RNA contents across different cell-types. In addition, the cell dissociation-induced cryptic gene-expression is often problematic. To overcome such shortcomings, herein, we describe a concept of “cell type-specific weighting-factor (cWF)” and a computational method to calculate cWFs of diverse-cell types using intact (i.e., without cell dissociation) whole-organ RNA-seq. Importantly, we show that cWFs are necessary for the accurate reconstitution of the whole-organ RNA-seq data using their composite scRNA-seq data and also deconvolution of the whole-organ RNA-seq data into their composite scRNA-seq data. We also show that cWFs quantitatively reflect the experimentally determined differential cellular RNA contents. These benchmarks demonstrate that cWFs indeed represent differential cellular RNA contents and/or offset the cell dissociation-induced cryptic gene-expression. Furthermore, we illustrate a medical application of cWFs by showing that the differential cWFs can effectively predict an aging-clock. In conclusion, our study reports an important methodology to solve critical limitations of scRNA-seq analysis, and also its potential diagnostic application.

## Introduction

Since the advent of single-cell RNA-sequencing (scRNA-seq) technologies early this century, this method is becoming one of the essential tools in biomedical fields [1]. While scRNA-seq provides useful information of cellular composition and gene expression at single cell resolution, it has limitations.

It is well-known that the total number of RNA molecules per cell, also known as transcriptome-size, varies from-cell-to-cell [2–4]. However, in scRNA-seq analyses, the transcripts are sequenced in individual cells and their transcript-counts are normalized, allowing the comparison of the relative abundance of each transcript-species across individual cells/cell-types [5–9]. This internal normalization process of the analyses cancels out the putative transcriptome size-variations among different cells, concealing potentially important functional differences among the cells.

This differential transcriptome-size can be determined by counting the library depth of the cells and/or by including normalizing spike-in RNA in the samples [2,3,10,11]. Alternative, it can be quantified by PCR-based methods [12,13]. However, these approaches are applicable only to culture cells, blood/immune cells, and cancer cells which are relatively uniform cell types and do not require cell dissociation. In contrast, they are not applicable to solid tissues/organs composed of highly heterogeneous cell types. Individual cells can be dissociated from solid tissues/organs and then analyzed by scRNA-seq. However, the cell-dissociation and subsequent harvesting and/or purification steps induce cryptic gene expression [14]. Due to such limitations, it is difficult to measure and compare the absolute transcript-counts of each gene in individual cells of the complex solid tissues/organs such as the heart, brain, kidney, etc.

Furthermore, the differential transcriptome-size has biological importance. Several studies indicate that the cell-size influences the overall cellular transcription [15–18]. It is also reported that c-myc amplifies the global transcription in tumor cells [2,19], lymphocytes and embryonic stem cells [20]. Another study shows that the global transcription is repressed by the loss of MECP2, a methyl CpG binding protein, in embryonic stem cell-derived neurons [21]. The genome structure, such as ploidy/gene-dosage and nucleosome state, affects the overall transcription [12,22,23]. In additions, it is shown that the total mRNA-contents of tumor cells are associated with the extent of the cancer progression [24]. These results illustrate biological importance of accounting for the transcriptome size differences among cells.

In addition to the transcriptome-size, cell dissociation/processing-induced cryptic gene expression is another problem with scRNA-seq, in particular with solid tissues/organs [14]. The scRNA-seq analyses of the solid tissues and organs require enzymatic digesting and mechanical dissociation of individual cells. Spatial scRNA-seq requires tissue processing such as sectioning and laser-mediated harvesting [8,9]. Such technical procedures induce cryptic gene expression [14]. The currently available scRNA-seq largely disregard this problem.

In this study, we address and overcome these limitations/problems associated with solid tissues/organs by developing a method to compute coefficients, cell type-specific weighting-factors (cWFs), to offset the transcriptome size- and cell dissociation/processing-induced problem. Furthermore, we also calculate cWFs for 76 cell-types across 10 solid organs and use them to illustrate their diagnostic and biological utilities.

## Description of the methods

### The cell type-specific weighting factor (cWF)

First, the major premise is as follows. If the transcriptome size differences and the cell dissociation/processing-induced cryptic gene expression (abbreviated as “cryptic gene expression” hereafter for convenience) are corrected in the conventional scRNA-seq, the bulk (i.e., tissue/organ) RNA-seq should be the sum of gene expression of each composite cell-type weighted by cell-type ratios.

We evaluated this premise. The synthetic whole-organ data were constructed from single-cell transcript counts combined according to the experimentally determined fraction of each cell-type in the organ. Briefly, the synthetic whole-organ RNA-seq data are calculated as the sum of the normalized transcript counts weighted by the known ratios of the composite cell-types of the organs, using the signature genes for distinguishing the cell-types for each organ (see “Datasets”, “Data preprocessing”, “Calculation of reference cell-type ratios”, “Selection of signature gene sets” at the bottom of this section for the details). The signature genes were determined by the random forest (RF) classifier. These synthetic data for 10 organs (brain, fat, heart, kidney, liver, lung, pancreas, skin, skeletal muscle, spleen) were then compared to the corresponding real whole-organ RNA-seq data (Fig 1). The comparisons were performed by calculating their Pearson correlation coefficients.

**Fig 1:**
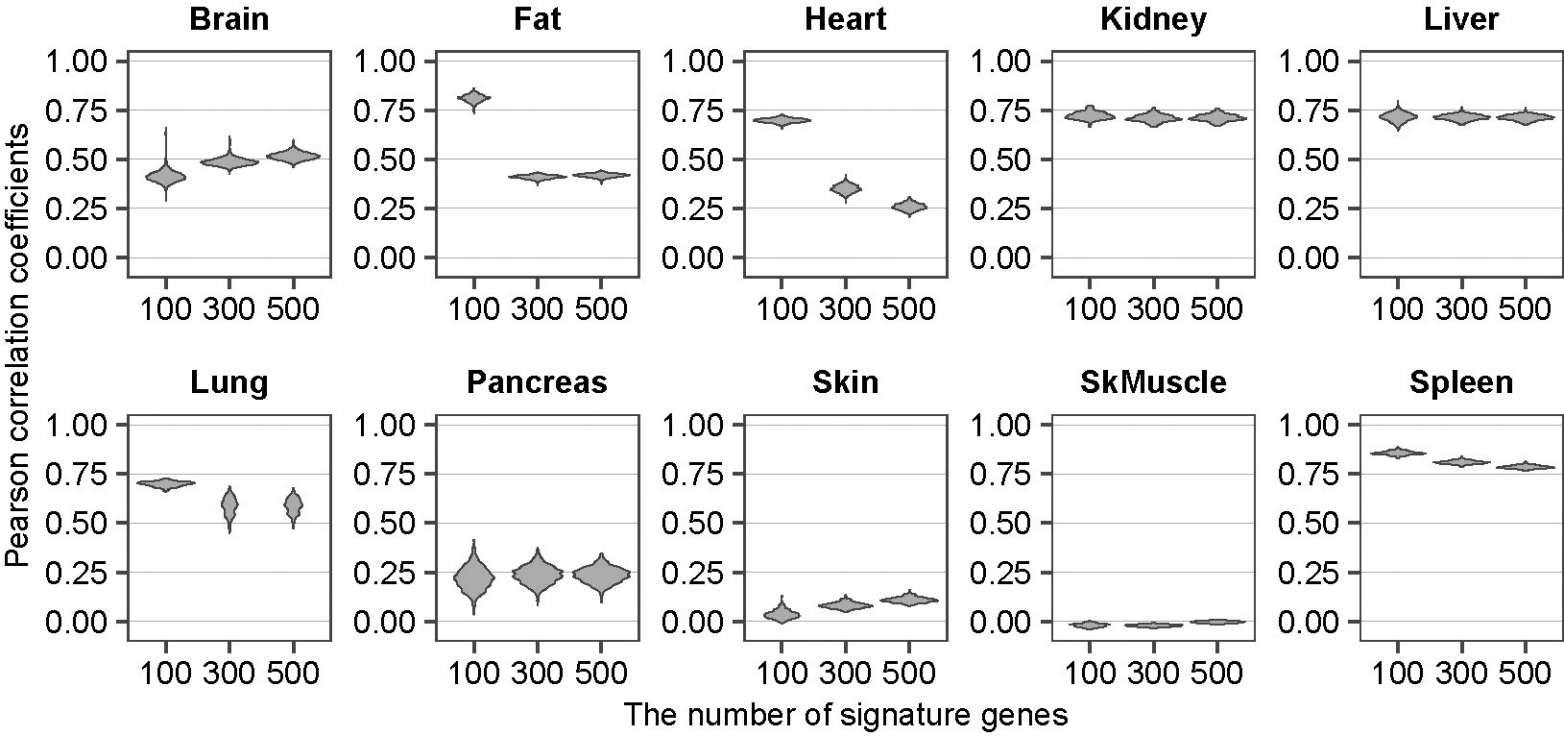
Incomplete reconstitution of the whole organ RNA-seq by the composite scRNA-seq. The similarity is shown as violin plot of the Pearson correlation coefficient for each number of the signature genes (100, 300, 500) for each organ (indicated above each plot). SkMuscle: skeletal muscle. Raw data are available as S1 Table.

The result shows low Pearson correlation coefficients (< 0.75) for most of the organs (brain, heart, kidney, liver, lung, pancreas, skin, skeletal muscle) regardless of the number (100, 300, 500) of the top-ranked signature genes used. Particularly low coefficients are found with the brain (< 0.6 for 100, 300, 500 signature genes), the fat (< 0.5 for 300, 500 signature genes), the heart (< 0.4 for 300, 500 signature genes), the pancreas (< 0.3 for 100, 300, 500 signature genes), the skin (< 0.2 for 100, 300, 500 signature genes), and the skeletal muscle (< 0.1 for 100, 300, 500 signature genes). These low Pearson correlation coefficients suggest that the transcriptome-size of individual cell-types varies, resulting in the large gaps.

These results fail to satisfy the above-described major premise; hence, the differential transcriptome size-variations and/or the cryptic gene expression are unrepresented in the scRNA-seq data of the solid organs. To solve this problem, we developed an algorithm to compute such unrepresented factors (Fig 2). The concept of the algorithm is schematically described in Fig 2 and as follows: In the real scRNA-seq data analyses, the total transcript counts per cell (i.e., the transcriptome-size) of the real scRNA-seq data are normalized (i.e., the total counts per cell are equal among all composite cell-types of the organs). This results in the loss of a factor representing the putative differences of the transcriptome-size and/or the cryptic gene expression across cell-types. This factor is computed as the cell type-specific weighting-factor (cWF) (indicated as w_1_, w_2_, w_3_, etc. in the Fig 2).

**Fig 2:**
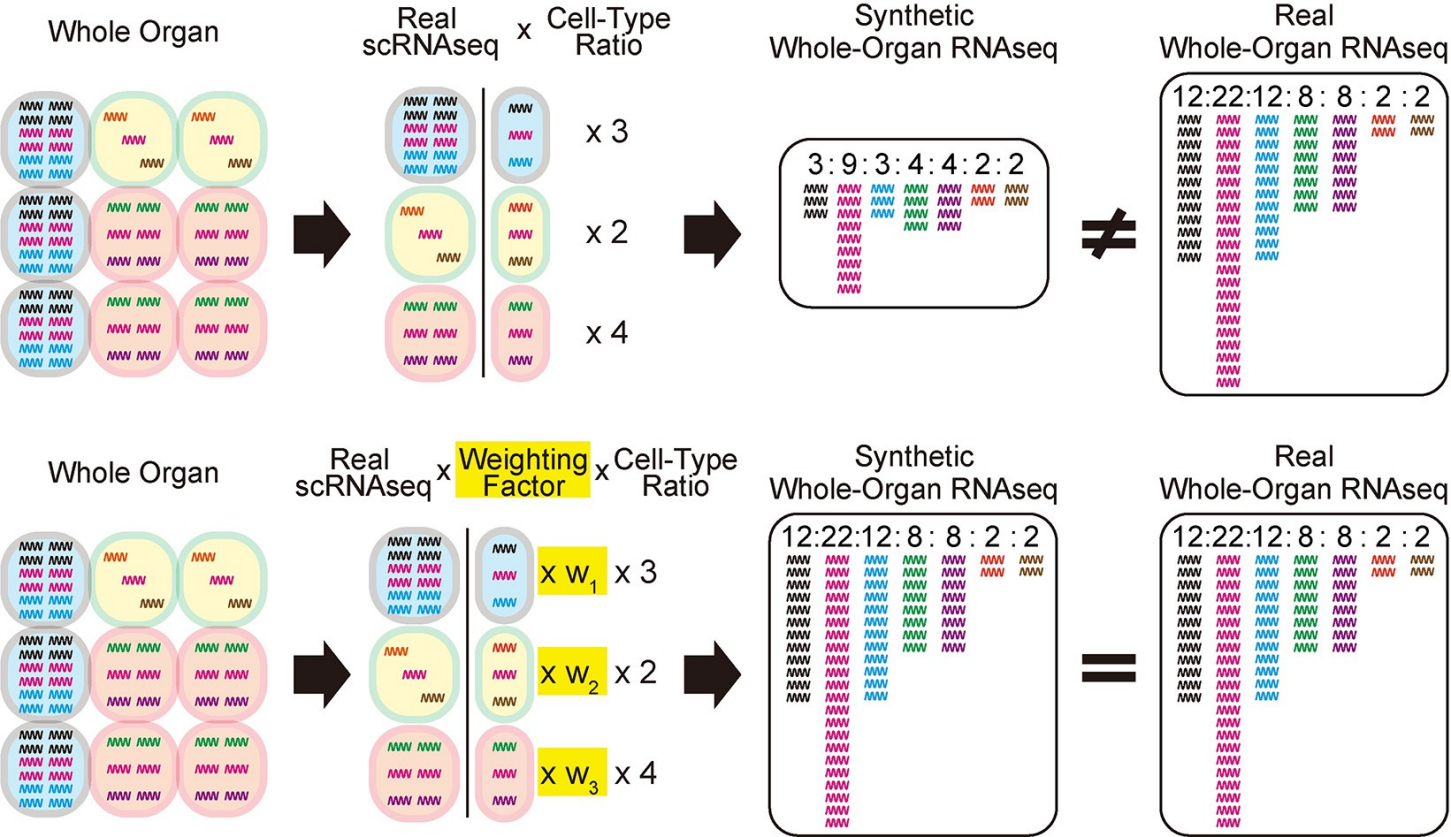
Graphical description of the overall concept of the cell type-specific weighting factors (cWFs). The top row describes the case without the cWFs, failing to reconstitute the real whole-organ RNA-seq data by the synthetic whole-organ RNA-seq data generated by assembling the composite scRNA-seq data without the cWFs. The bottom describes the case with the cWFs, accurately reconstituting the real whole-organ RNA-seq data by the synthetic whole-organ RNA-seq data generated by assembling the composite scRNA-seq data with the cWFs (w_1_, w_2_, w_3_). The wiggling lines are cellular transcripts where different gene transcripts are in different colors. The ratios of the cellular transcript-counts in the synthetic and real whole-organ RNA-seq are indicated by the numbers at the top of the colored transcripts.

### Computation of cWFs

Using this algorithm, we computed cWFs for 76 cell-types across 10 organs as follows:

We calculated at least 100 cWFs for each virtual-cell/cell-subject of each cell-type and made them follow Gaussian distribution, instead of one cWF per cell-type. Based on this concept, we developed a model as follows:

$$my=\underset{j}{\sum }w_{j}x_{j}(j\in C^{m})$$ (1)

where **y**∈ℝ^*n*^,*w*_*j*_≥0 and **x**_*j*_∈ℝ^*n*^ denote the normalized whole-organ RNA-seq counts vector, the cWF for each cell subject *j*, and the normalized scRNA-seq counts vector for each cell subject *j*, respectively. The *n* is the total number of the signature genes for the organs. In this study, 100, 300, and 500 signature genes were selected according to the ranking on the basis of ‘Mean Decrease in Gini’ values calculated by the RF analyses. The numbers, 100, 300, and 500 were arbitrarily selected but the smaller number of signature genes is computationally more cost-effective. The combination of cell subjects, *C*^*m*^ was selected at random while maintaining the reference cell-type ratio described above with the total number of cell subjects, *m*, which is arbitrarily set to 100. In addition, we set *C*^*m*^ containing at least one cell subject in each cell-type. With this model, *w*_*j*_ was calculated by solving a quadratic problem under the constraint that the resulting value is non-negative as follows:

$${\overset{˜}{w}}_{j}={argmin}_{w_{j}}\sum_{i}^{S}{\left|my_{i}-\sum_{j}w_{j}x_{j}\right|}^{2}s.t.w_{j}\geq 0$$ (2)

Here, *S* is the number of whole-organ RNA-seq count data. This quadratic problem was solved by using ‘*osqp*’ package in R. The process of both random-selection of the cell subject combination and ${\overset{˜}{w}}_{j}$ calculation was recursively performed until more than 100 *w*_*j*_ were generated for all selected cell subjects.

The result shows significant variations of the cWFs among different cell-types in many of the organs, uncovering the body-wide degree of such variations (Fig 3). In particular, the following cell-types show significantly higher cWFs than the others within the same organ: astrocyte (AS) in the brain, endothelial cell (EC) in the fat, muscle cell-types in the heart and the skeletal muscle (CM in the heart, MC in the skeletal muscle), epithelial cell of proximal tubule (PTEC) in the kidney, epithelial cell (EP) and neuroendocrine cell (NE) in the lung, fibroblast-like cell (FB-like) in the skin, and T-cell (T) in the spleen. This result suggests that these cell-types contain larger amounts of transcripts (i.e., the larger transcriptome-size) than the others in the corresponding organs. Furthermore, the results show that such variable degrees of differences in the transcriptome-size are widespread across diverse cell-types and organs.

**Fig 3:**
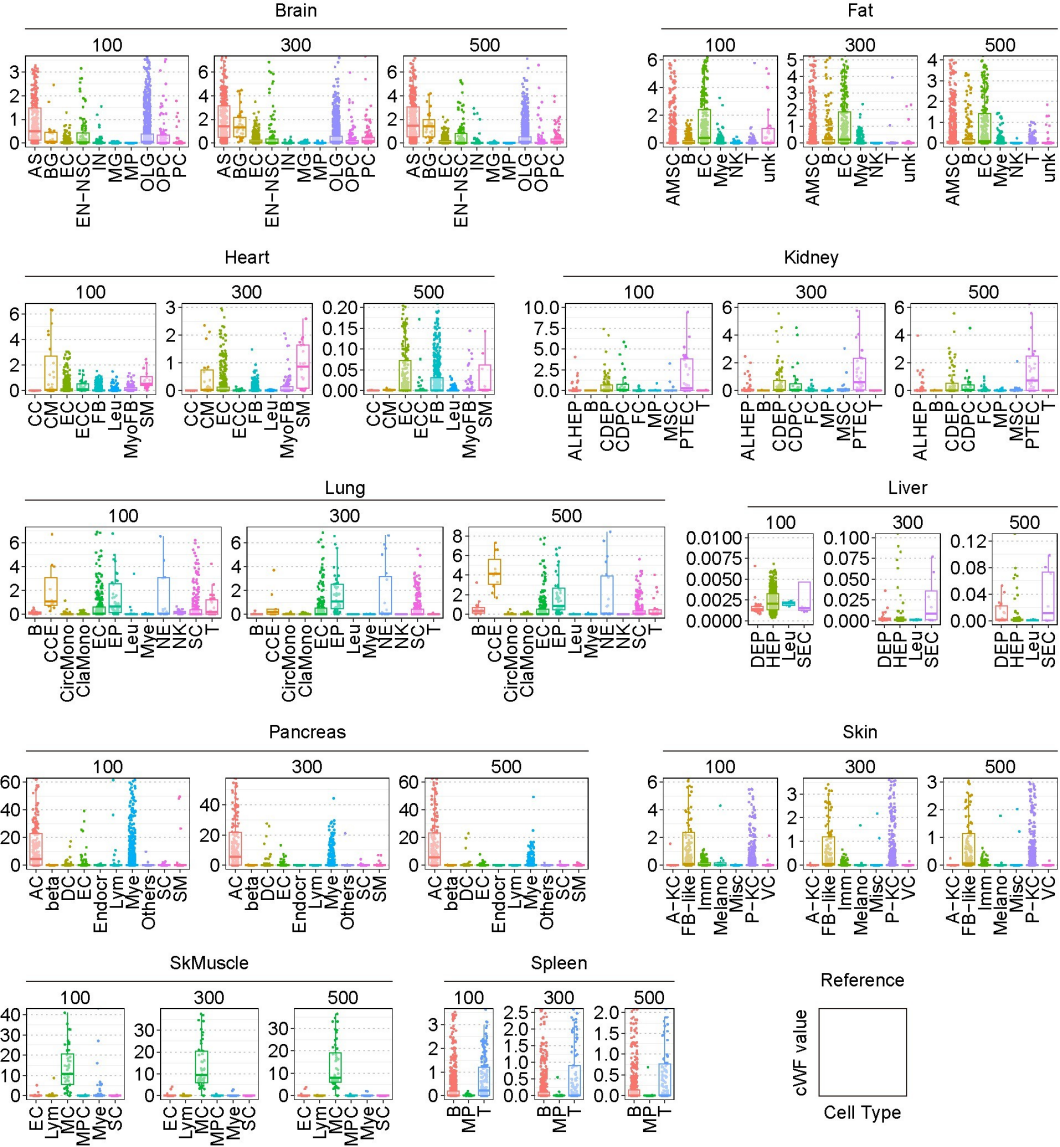
The cWFs for each cell-type in each organ. The values of the cWFs for each cell-type (bottom of each plot) for each number of the signature genes (indicated above each plot) for each organ (indicated at the top of the corresponding plots) are shown as box plots. SkMuscle: skeletal muscle. Raw data are available as S2 Table.

The default total number of cell subjects, *m*, is set to 100 in computing the cWFs. Sensitivity analysis for the total number of cell subjects was performed by varying *m* to 50 and 200 (196 for the heart, as this is the maximal number of synthetic cell subjects allowed in the computation due to the smaller limiting number of real cardiomyocytes (CMs) in the scRNA-seq data of this organ). The results show that the overall relative pattern of the differential cWFs across the composite cell-types of each organ for the same signature gene numbers remain largely unchanged (S1 Fig, in comparison to Fig 3). However, we observed noticeable variations of the cWF values for the same cell-types with differential *m*. In particular, their values appear to decrease with the increasing *m* for the same cell-types of the same organ. One possible explanation of this result is marginal performance of the *m* multiplication on the left side of Eq (1) *m***y** = ∑_*j*_*w*_*j*_**x**_j_(*j*∈*C*^*m*^) where *w*_*j*_ (cWF per cell) is calculated as a linear regression problem with the constraint of *w*_*j*_≥0 (see Eq (2)). In this equation, the *m* multiplication on the left side corrects otherwise the reduction of *w*_*j*_ with increasing *m*. For example, when this correction function is absent (i.e., **y** = ∑_*j*_*w*_*j*_**x**_j_(*j*∈*C*^*m*^)), the increasing numbers of **x**_*j*_ are used with increasing *m* for the fixed vector **y**; hence, the *w*_*j*_ is reduced. Therefore, it is possible that the performance of this function is marginal due to yet undefined causes.

### Datasets

The datasets for each analysis and result are summarized in S4 Table. The whole-organ RNA-seq data are 11 weeks-old male C57BL6/N Jcl mice from ‘iOrgans Atlas’ (http://i-organs.atr.jp) (deep RNA-seq data) and the same mouse organs collected and sequenced by Quant 3’ mRNA-seq method [25,26], myocardial infarction (MI) model (including sham controls) CD1 male mouse organs [26], and 3, 18, and 24 months-old male C57BL6/N mice from the *Tabula Muris Senis* [27]. 

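The Quant 3' mRNA-seq data cover 10 organs (brain, fat, heart, kidney, liver, lung, pancreas, skin, skeletal muscle and spleen) of 3 male mice aged 11 weeks. The mice are numbered 2, 3 and 4, and each mouse gave a single library per organ, so that there are 30 libraries and n = 3 mice for every organ. This method primes cDNA from the poly(A) tail and reads mainly the 3' end of a transcript, so that a transcript gives about 1 fragment whatever its length. The authors deposited raw counts per gene symbol, before any normalization, with the counts of each mouse in a table of its own. The paper's text does not name the aligner, the genome build or the gene annotation used for these libraries, nor a use of molecular identifiers, so that it is not known whether reads copied during amplification were counted more than once. Each table lists 24421 gene symbols, of which 4435 had a count of 0 in all 30 libraries, and 0 rows are ERCC-labelled.

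The total count per library ranged from 608186 to 1672976. It was lowest in the pancreas (608186 to 632824, median 618437) and the heart (689271 to 759819, median 727174). The lung (714518 to 882938, median 776459), the liver (820440 to 920256, median 826131), the spleen (747050 to 856714, median 851862) and the kidney (704626 to 978129, median 909995) followed. The totals were higher in the brain (1090012 to 1266519, median 1157614), the fat (1037139 to 1672976, median 1140941), the skin (973551 to 1322566, median 1181019) and the skeletal muscle (928899 to 1207757, median 1205506). At these depths a gene at 1 count per 1000000 (CPM) rests on about 1 read per library, so that values of a few CPM carry a large counting error. A chi-square test of the counts over genes gave between 1.19 and 13.3 per degree of freedom for the pairs of mice within organs, so that no pair of libraries differed by less than the sampling noise.

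The counts of Rn45s, Akap5 and Lrrc17 were taken out first, as the paper describes, and the rest was scaled to CPM. Differences between organs were tested with edgeR's quasi-likelihood test on the raw counts, with TMM normalization. Single cell types were scored as the summed CPM over 5 marker genes per cell type. Each score was compared between an organ and the other 9 organs of the same mouse by an exact permutation test within mice, in which the 3 mice allow a smallest p of 0.001. The single-cell data from which cWFs are computed were not analysed here, so that the values concern the whole-organ side of the comparison.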

The Quant 3’ mRNA-seq datasets are available at Gene Expression Omnibus (GEO) as GSE263816. The scRNA-seq datasets, used are the brain, the fat, the heart, the liver, the lung, and the spleen data from 11 weeks-old male C57BL6/JN mice described in *Tabula Muris* [28]. The kidney data are from 3 months-old male C57BL6/JN mice in *Tabula Muris Senis* [29]. The skeletal muscle and the pancreas data are from 8–10 weeks-old female C57BL6/J reported in Mouse Cell Atlas [30]. The skin data are from 9 weeks-old female C57BL6/J mice [31]. The aging mouse scRNA-seq datasets in the brain, the heart, the kidney, the lung and the spleen are from 3, 18, 24 months-old male C57BL6/JN mice in *Tabula Muris Senis* [27,29]. The human PBMC datasets are GSM2871599 in GSE107572 (bulk RNA-seq) [43,44] and GSM4557334 in GSE150728 (scRNA-seq) [32], both are from healthy donors. The bulk RNA-seq data of HEK293T/Jurkat cells mixed at 0: 100, 20: 80, 80: 20, and 100: 0 ratios were obtained from GSE129240 as fastq files [10]. The fastq files were mapped onto the hg19 genome assembly by STAR (v2.7.7a) [33] and the count data were generated using the hg19 gene annotation by HTSeq count (v2.0.3) [34]. The scRNA-seq data of HEK293T and Jurkat cells are from 10xGenomics (https://www.10xgenomics.com/datasets/50-percent-50-percent-jurkat-293-t-cell-mixture-1-standard-1-1-0).

### Data preprocessing

Cell-type labels of the organs used in this study are as described in each corresponding original single-cell study, except for those of the skeletal muscle, the pancreas, and the heart (the *Tabula Muris Senis*, but not the *Tabula Muris*, data) and the human PBMC. For the skeletal muscle and the pancreas, the multiple labels of the cell-types of the similar gene expression patterns in the original study are combined into the single label as follows (*** indicating arbitrary characters). For the skeletal muscle, ‘B cell_***’, ‘Dendritic cell’, and ‘T cell’ into ‘Lymphatic cell’, ‘Erythroblast_***’, ‘Granulocyte monocyte progenitor cell’, ‘Macrophage_***’ and ‘Neutrophil_***’ into ‘Myeloid cell’, ‘Muscle cell_***’ into ‘Muscle cell’. For the pancreas, ‘B cell’ and ‘T cell’ into ‘Lymphatic cell’, ‘Dendritic cell’, ‘Erythroblast_***’, ‘Granulocyte’, and ‘Macrophage_***’ into ‘Myeloid cell’, ‘Endothelial cell_***’ into ‘Endothelial cell’, ‘Smooth muscle cell_***’ into ‘Smooth muscle cell’, ‘Stromal cell_***’ into ‘Stromal cell’, ‘Dividing cell’ and ‘Glial cell’ into ‘Others’. For the heart dataset in *Tabula Muris Senis* [29], the labels were replaced with the ones in *Tabula Muris* [28] using single-cell reference mapping by ‘*Seurat*’ v4 [35], as follows. First, the reference scRNA-seq data in *Tabula Muris* were preprocessed by ‘*Seurat*’ analyses with the log-normalization (where the scale factor is 10^6^), the highly variable genes selection with default parameters, the scaling for all genes, and principal component analysis (PCA) acquiring 200 principal components (PCs). The number of PCs used for the downstream analysis was determined at p-value below 0.0001 in JackStraw analysis, resulting in 33 PCs. Using these 33 PCs reference data, the query heart scRNA-seq datasets from *Tabula Muris Senis* [29] were annotated by the functions of ‘FindTransferAnchors()’ and ‘TransferData()’ in ‘*Seurat*’. For the human PBMC, we combined cell-type labels as follows: ‘Class-switched B’ and ‘B’ into ‘B’, ‘CD8m T’, ‘CD4m T’, ‘CD4n T’, ‘CD4 T’, ‘gd T’ and ‘CD8eff T’ into ‘T’, ‘IgG PB’ and ‘IgA PB’ into ‘PB’, ‘pDC’ and ‘DC’ into ‘DC’, ‘RBC’, ‘Platelet’, ‘Activated Granulocyte’ and ‘SC & Eosinophil’ into ‘Others’. For the HEK293T/Jurkat dataset, we first used the *k* = 2 k-means clustering result from 10xGenomics (https://www.10xgenomics.com/datasets/50-percent-50-percent-jurkat-293-t-cell-mixture-1-standard-1-1-0), and the cluster 1 and 2 were annotated as HEK293T and Jurkat, respectively, by the cluster marker genes. For the mouse datasets, the gene symbol-matching between the scRNA-seq and the whole-organ RNA-seq data was conducted by using entrez gene IDs derived from ‘org.Mm.egALIAS2EG’ in an R package, ‘*org*.*Mm*.*eg*.*db*’. ERCC-labelled genes were removed as they are spike-in genes. In addition, the counts of the three genes (*Rn45s*, *Akap5*, *Lrrc17*) were removed as they are non-mRNA artifacts significantly influencing the total counts. 

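In the 30 Quant 3' mRNA-seq libraries, the share of the total count on these 3 genes depended on the organ. In the brain it was 50.3% ± 17.9 (SD, n = 3 mice). The single brain libraries had 40.3% (exact Clopper-Pearson 95% interval 40.2 to 40.4) in mouse 2, 39.6% (39.5 to 39.7) in mouse 3 and 70.9% (70.8 to 71.0) in mouse 4, where the intervals cover counting error only. The difference between mouse 4 and the other mice was far larger than the counting error. Without mouse 4 the brain mean was 40.0%, the largest change among the alternatives tried for this share. In the other 27 libraries the share lay between 3.41% and 20.5%, below the lowest brain library, with the highest values in the pancreas (19.8% ± 0.715, n = 3) and the next highest in the liver (11.8% ± 0.857, n = 3).

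Akap5 and Lrrc17 made up most of the share in the brain only. Akap5 (chromosome 12, 76324891 to 76334153, plus strand of GRCm38 in the GENCODE annotation, protein-coding) took 27.1% ± 11.8 of the brain counts and between 0.0201% and 0.522% in the 27 libraries of the other organs. Lrrc17 (chromosome 5, 21543559 to 21575904, plus strand, protein-coding) took 19.1% ± 6.78 of the brain counts and between 0.0142% and 0.365% elsewhere. Both transcripts hold a stretch close to the brain RNA Bc1, of 106 nt at 93.4% identity in Akap5 and of 91 nt at 97.8% identity in Lrrc17. In Akap5 it lies on the strand opposite to the transcript. Of 12 genes with a stretch of at least 80 nt and 93% identity, only 3 were at least 4-fold higher in the brain. Such a stretch alone therefore does not bring the counts. Rn45s is the precursor of ribosomal RNA, and no coordinates are given for it because its symbol is not in that annotation. It took 4.11% ± 0.785 in the brain, where it was the smallest part of the sum, and between 3.10% and 19.8% in the other organs, with 19.0% ± 0.807 in the pancreas. After the 3 genes were removed, 756023, 657951 and 336761 counts were left in the brain libraries of mice 2, 3 and 4. The paper describes the 3 genes as artifacts that are not mRNA and that significantly influence the total counts, and removes them for this reason.

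**Figure D1:**
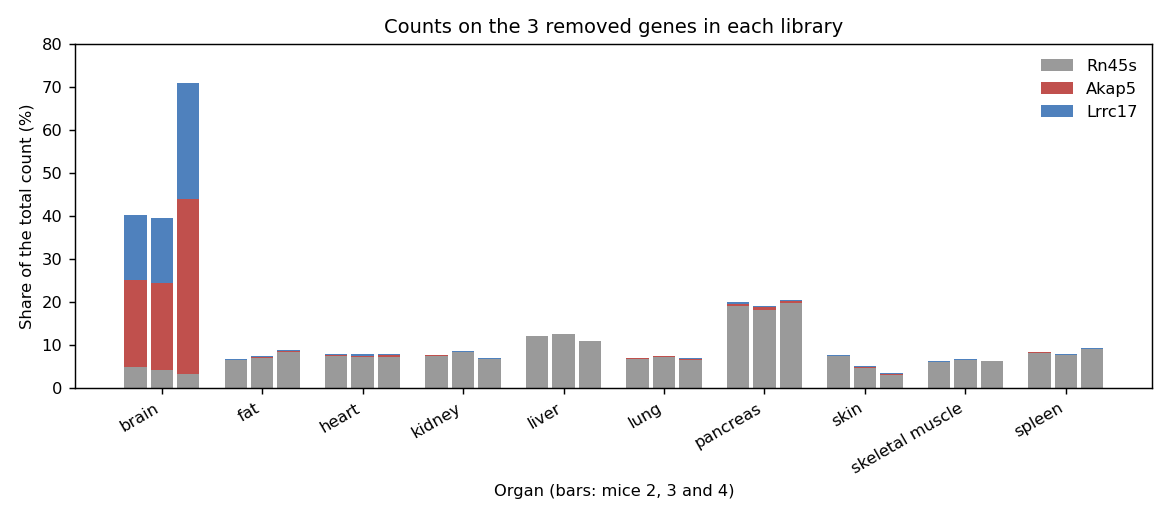
Share of the total count on Rn45s (grey), Akap5 (red) and Lrrc17 (blue) in each of the 30 Quant 3' mRNA-seq libraries, in percent, stacked, with a bar for each of mice 2, 3 and 4 within each organ. The brain libraries reach 40.3%, 39.6% and 70.9%, and the libraries of the other organs lie between 3.41% and 20.5%.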

The normalization was performed by adjusting the total counts of each cell in the scRNA-seq datasets to a million. The same normalization process was also applied to each of the whole-organ RNA-seq data. For the human PBMC dataset, the common genes between the scRNA-seq and the whole-organ RNA-seq were used. In the case of the human HEK293T/Jurkat dataset, we selected and used the genes linearly correlated between the scRNA-seq and the bulk RNA-seq data to offset the mismatches caused by their differential sequencing methods. Briefly, duplicate HEK293T count data (100% HEK293T bulk RNA-seq and HEK293T scRNA-seq data) were normalized to count per million and averaged. These average counts were evaluated by the Pearson correlation coefficients and fitted to the linear model with zero-interception by ‘*lm*’ function in R. From the fitted model, the residuals were extracted and the mean and the standard deviation of the residuals were calculated. We then removed the outlier genes, determined as out of 3 times standard deviations from the mean. These processes of the Pearson correlation coefficients evaluation, the linear model fitting and the removal of the outlier genes were repeated until the Pearson correlation coefficient was over 0.9. The same processing was performed for the Jurkat cell dataset. Then, we further selected the common genes between the selected HEK293T and Jurkat gene sets, resulting in 13,135 genes (removing 6,332 from 19,467). For the 13,135 genes, we normalized all bulk and scRNA-seq count data to count per million. These preprocessed datasets were used for further analyses as described below.

### Calculation of reference cell-type ratios

The reference cell-type ratios were as described in each original single-cell study, except for the mouse heart, the mouse brain, and the human PBMC and HEK293T/Jurkat cells. For the mouse heart, the cell-type ratios described in *Tabula Muris* [28] were based on the separate analysis of the cardiac muscles and the non-muscle cells, resulting in a large under-estimation of the cardiac muscle ratio–3.1% [28]. In contrast, the ratio determined by multiple other methods and considered as the gold-standard in the cardiovascular fields is 30–40% [36–42]. According to this gold-standard ratios, we made the following modifications: We set the ratio of the cardiac-muscle cells at 30% and the remaining at 70%. The latter, then, was divided by the non-muscle cell types by maintaining their ratios the same to those in the *Tabula Muris* data. For the brain, the cell-type ratio reported in the NIH database (https://www.nervenet.org/papers/brainrev99.html#Numbers) was used to modify those in the *Tabula Muris* scRNA-seq data [28], as follows. First, we divided the brain cell-type classes into four classes: ‘neurons’, ‘glial cells’, ‘endothelial cells’, ‘others’, and then set the ratio of these classes at 75: 23: 7: 4, respectively, according to their estimated ratios in the NIH murine brain database (https://www.nervenet.org/papers/brainrev99.html#Numbers). Second, we further divided ‘neurons’, ‘glial cells’, and ‘others’ into more cell-type classes according to *Tabula Muris* [28]. The ‘neurons’ were further divided into ‘neuron-excitatory neurons and some neuronal stem cells’ and ‘neuron-inhibitory neurons’. The ‘others’ class was divided into ‘brain pericyte-NA’ and ‘oligodendrocyte precursor cell-NA’. For the ‘glial cells’ class, we introduced three assumptions: 1) the ‘glial cells’ can be classified into four cell-types, ‘microglial cell-NA’, ‘astrocyte-NA’, ‘Bergmann glial cells-NA’, and ‘oligodendrocyte-NA’, according to *Tabula Muris* [28]; 2) the ratios of these four glial cell types follow those of *Tabula Muris* [28] among them, and 3) the ratio of ‘microglial cells-NA’ in the whole brain is 0.1, as it is reported that the ‘microglial cells’ account for 10–15% of the whole brain cells. On the basis of these assumptions, the ratios of each brain cell type was estimated as ‘macrophage-NA’ (ca. 0.2%), ‘microglial cell-NA’ (10.0%), ‘astrocyte-NA’ (ca. 2.2%), ‘Bergmann glial cell-NA’ (ca. 2.1%), ‘brain pericyte-NA’ (ca. 1.5%), ‘endothelial cell-NA’ (ca. 6.4%), ‘neuron-excitatory neurons and some neuronal stem cells’ (ca. 47.5%), ‘neuron-inhibitory neurons’ (ca. 21.3%), oligodendrocyte-NA’ (ca. 8.7%) and ‘oligodendrocyte precursor cell-NA’ (ca. 1.9%) and used as the reference. For the human PBMC, the reference cell-type ratios are as described [43,44], except for those of “CD16^+^ monocytes” and “PB and Others”. The ratios of these cell-types are derived as follows: The ratios of the cell-type label “the others” was divided to ‘CD16^+^ monocytes’ (ca. 7.21%), ‘PB’ (ca. 0.24%), ‘Others’ (ca. 3.77%), according to their RNA-seq data-based ratios.

### Selection of signature gene sets

Random Forest (RF) was performed to extract signature genes for distinguishing cell-types from one another in each organ using the scRNA-seq count data derived from the cell-type reference datasets described in the above section. In this study, the ‘*randomForest*’ package in R was used for tuning and producing a classifier by RF. The scRNA-seq data were first divided by 8:2 into the training and the test data. Using the training data, we determined two parameters, ‘mtry’ and ‘ntree’ for producing an RF-model. The parameter ‘mtry’ means the number of features used for an RF-model and was tuned by a function ‘tuneRF()’, while the parameter ‘ntree’ means the number of trees generated in an RF-model and was set as 500, which is sufficient to converge error rate in cell-type classification. The produced RF-model was validated by using the test data and F1-score calculated by a function ‘F1_Score()’ in an R package ‘*MLmetrics*’. Then we confirmed the validity of the model by F1-score over 0.8. Following the classifier production, the important features in the classifier were extracted as the signature genes for each cell-type, where we used ‘Mean Decrease in Gini’ values as the importance indicator for each gene.

### Verification and comparison

We validate the computed cWFs by five methods: 1) Reconstitution (Figs 4 and S2–S5), 2) deconvolution (Figs 5 and 6) of the whole-organ RNAseq data using their composite scRNA-seq data, 3) the comparison of the cWFs to the experimentally measured transcript-contents (Figs 7 and S6), 4) independence of cWFs from differential cell-type ratios (S7 Fig), and 5) prediction using unmatched organ RNA-seq and scRNA-seq data (S8 Fig).

**Fig 4:**
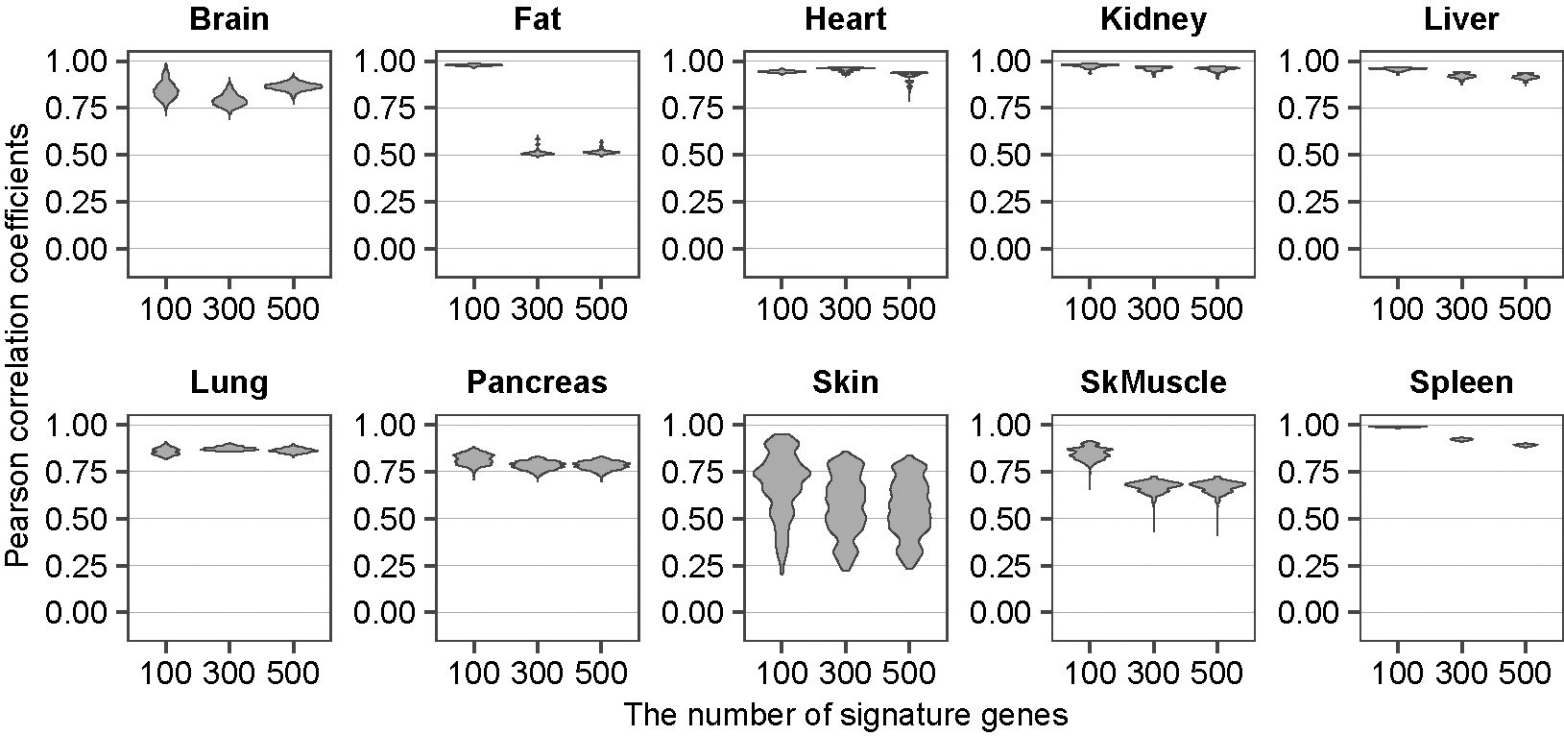
Accurate reconstitution of the whole organ RNA-seq by the composite scRNA-seq and cWFs. The similarity is shown as violin plot of the Pearson correlation coefficient for each number of the signature genes (100, 300, 500) for each organ (indicated above each plot). SkMuscle: skeletal muscle. Raw data are available as S5 Table.

### Validation by reconstitution

First, we validated the cWFs by the reconstitution (Fig 4) (see also “Datasets”, “Data preprocessing”, “Calculation of reference cell-type ratios”, “Selection of signature gene sets” in the previous Description of the Methods section for the details). Using the individual cWFs for each cell-type (i.e., one cWF for each cell subject up to the total number of cell subjects, *m*), we weighted the transcript counts for each cell-type. We then summed these weighted transcript counts for all composite cell-types of each organ according to their ratios to construct the synthetic whole-organ RNA-seq (syn-woRNAseq(+cWF)), data. Then, they are compared to the corresponding real whole-organ RNA-seq (r-woRNAseq) data. Specifically, in every recursion of computing the cWFs as described in “Computation of cWFs” of the Description of Methods section, Pearson correlation coefficients were calculated between the real whole-organ RNA-seq and the corresponding synthetic whole-organ RNA-seq generated with or without the weighting-factors (Figs 1 and 4). The result shows the Pearson correlation coefficients of 0.8–1.0 between the syn-woRNAseq(+cWF) and r-woRNAseq for all 10 organs with all or at least one of the 100, 300, 500 signature genes (Fig 4). These are significant improvements from the 0–0.75 of the Pearson correlation coefficients without the cWFs (Fig 1). The heart shows the Pearson correlation coefficients of almost 1.0 with the cWFs (Fig 4), as compared to those of 0.25–0.7 without the cWFs (Fig 1). Even for the spleen where the Pearson correlation coefficients are 0.75–0.8 without the cWF (Fig 1), the cWF (i.e., syn-woRNAseq(+cWF)) improves the Pearson correlation coefficients up to 0.9–1.0 (Fig 4). The results demonstrate that cWFs correct the large gap between the synthetic whole-organ RNAseq without the cWFs (syn-woRNAseq(-cWF)) and r-woRNAseq, supporting the notion that cWFs reflect the transcriptome size-variations of the cells and their requirement for more accurate single-cell analyses. Despite the variations of the cWF values induced by the differential *m* (Figs 3 and S1), the reconstitution with these varying cWFs shows similarly significant improvement to that without cWFs (S2 Fig, compare to Fig 1). One noticeable difference is that the increase of *m* appears to slightly improve the Pearson correlation coefficients (S2 Fig), suggesting a benefit of increasing *m*. The similar improvement was found with additional organ RNA-seq datasets (S3 Fig), further supporting the notion that the method does not necessarily require both whole-organ RNA-seq and the corresponding scRNA-seq data at the same time. 

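The organ vectors that enter this comparison for the Quant 3' mRNA-seq data (S3A Fig) were set against each other by the Pearson correlation coefficient on counts scaled to a total of 1000000, across all genes left after the 3 genes were removed. The paper uses the same kind of coefficient but over sets of signature genes picked from the single-cell data, which were not analysed here, so that its coefficients rest on other genes. It is a correlation across genes, which are not independent replicates. For all 30 libraries the highest coefficient was with a library of the same organ from another mouse. The mean coefficient between mice within an organ had a median of 0.997 over the 10 organs. In the 9 organs other than the brain the lowest coefficient between mice was 0.979, in the skin, whose mean was 0.988 ± 0.00855 (SD, 3 pairs of mice). Between organs the coefficients had a median of 0.188 over 405 pairs of libraries, and the highest was 0.688, between lung and spleen.

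The brain differed from the other organs. Its mean coefficient was 0.807 ± 0.165 (SD, 3 pairs), because the library of mouse 4 had coefficients of 0.713 and 0.710 with those of mice 2 and 3, which had 0.997 with each other. Without mouse 4 the brain value was 0.997. With Rn45s, Akap5 and Lrrc17 kept in the counts the mean over the 3 brain pairs was 0.993. That coefficient rests mainly on Akap5 and Lrrc17, which took on average 27.1% and 19.1% of the brain counts. It therefore does not show that the other genes of the brain library of mouse 4 were alike. Among the alternatives tried, Spearman's coefficient moved the median within organs most, to 0.942. The number of libraries closest to their own organ stayed at 30 of 30 in the alternatives that kept all libraries. With a mouse left out this number was 20, which is every library left. The synthetic vectors built from single cells were not analysed here. In the paper, each organ vector is compared with a synthetic vector made with or without the cWFs, and from a similar gain with cWFs in the additional organ datasets the paper draws further support for the notion that its method does not necessarily require whole-organ RNA-seq and the corresponding scRNA-seq data at the same time.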

In fact, the relative differences of cWFs among the composite cell-types of each organ remained similar regardless of the organ RNA-seq datasets (Figs 3, S4, and S5). 

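For the Quant 3' mRNA-seq data, which underlie S4 Fig, the RNA of marker genes of the composite cell types was summed over lists of 5 genes each. Of 63 lists for the cell types of the study, 26 were higher in their own organ than in the other 9 organs (one-sided exact permutation test within mice, adjusted p below 0.05 by the Benjamini-Hochberg method over the 63 lists) and 21 were highest in their own organ. Many of the 63 lists hold the same genes under different organs, among them the endothelial, myeloid, fibroblast, B-cell and T-cell lists. The same genes cannot be highest in each of several organs, which limits how many lists could be highest or pass. The adjustment counts each such list as a test of its own. The smallest p that the 3 mice allow is 0.001 before adjustment, and the smallest adjusted p over the 63 lists was 0.003. The lists named next had this adjusted p unless another value is given.

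The lists of the most abundant parenchymal types stood far above the other organs, in contrast to macrophages in the spleen, given below. Acinar cell genes summed to 260773 CPM ± 1988 (SD, n = 3 mice) in the pancreas and to a mean of 14.4 CPM in the other organs. Muscle cell genes summed to 142002 ± 1077 CPM in the skeletal muscle, where the next organ was the skin with 13689 CPM. In the heart, cardiomyocyte genes summed to 49996 ± 857 CPM against 1295 CPM in the skeletal muscle, the next organ. The values were 37631 ± 1122 CPM for lung epithelial cells, 31286 ± 507 CPM for epithelial cells of the proximal tubule in the kidney and 14395 ± 809 CPM for permanent epidermis keratinocytes in the skin. In the brain, the lists gave 6855 ± 834 CPM for oligodendrocytes, 3988 ± 179 CPM for astrocytes and 2220 ± 136 CPM for excitatory neurons. In the spleen they gave 1429 ± 56.5 CPM for B-cells, 1319 ± 51.1 CPM for macrophages, against 918 CPM in the lung, the next organ, and 276 ± 8.15 CPM for T-cells. Within the brain and within the spleen the sums named here differed by more than the SD over mice. The sums of B-cells and macrophages in the spleen lay closest together. A sum depends on how strongly the chosen genes are expressed, so that sums of different lists do not rank the amounts of the cell types. In the macrophage list, for example, Csf1r alone gave 672 CPM in the spleen.

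Minor cell types with genes of their own also stood out. Beta-cell genes summed to 425 ± 30.1 CPM in the pancreas and to a mean of 0.379 CPM in the other organs. The values were 2628 ± 70.1 against 4.95 CPM for the ascending limb of the loop of Henle and 369 ± 29.1 against 10.4 CPM for collecting duct cells in the kidney, and 323 ± 11.5 against 10.5 CPM for ciliated cells in the lung. Melanocytes in the skin (49.1 ± 11.4 against 13.3 CPM) and muscle progenitor cells in the skeletal muscle (41.3 ± 6.25 against 7.73 CPM) were higher as well. For cell types shared between organs, and for some minor ones, the counts carried less. The endothelial genes (Pecam1, Cdh5, Kdr, Egfl7 and Tie1), which the lists of 7 organs share, were higher in their own organ only in the lung, with 1956 ± 56.8 CPM, and were lowest in the pancreas, with 33.7 ± 18.5 CPM. Neuroendocrine genes in the lung summed to 2.94 ± 3.03 CPM and T-cell genes in the fat to 5.95 ± 1.25 CPM, neither of which was higher than in the other organs (adjusted p = 0.970 and 0.636 from the same exact test). Inhibitory neuron genes summed to 896 ± 106 CPM in the brain but to 12558 CPM in the skeletal muscle, where Pvalb alone had 12555 CPM, and this list passed the threshold only without its highest gene (adjusted p = 0.00263, same exact test). The list of adipose mesenchymal stem cells (2519 ± 182 CPM in the fat, adjusted p = 0.0428) no longer passed without its highest gene (adjusted p = 0.504) or with TMM-scaled CPM (adjusted p = 0.0990). With each mouse left out in turn, 21 lists remained past the threshold each time, and across the other alternatives the number lay between 24 and 27.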

Only exception is the liver, where the relative differences of cWFs among the liver cell-types appear variable. 

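In the Quant 3' mRNA-seq data the hepatocyte list had by far the highest score of the liver cell types that were scored. The hepatocyte genes Alb, Apoa1, Fgb, Ahsg and Tat summed to 71533 CPM ± 948 (SD, n = 3 mice) in the liver, which was 12.11 higher on the log2(CPM + 1) scale than in the other organs (one-sided exact permutation test within mice, p = 0.001, the smallest possible, adjusted p = 0.003 over 63 lists). Alb, on chromosome 5 of GRCm38 from 90460897 to 90476602, gave 45176 ± 205 CPM and was the gene with the highest count in the liver, followed by Apoe with 25856 ± 1286 CPM and Mup3 with 11626 ± 291 CPM, whose reads can be shared with other members of the Mup family. The lists of the other liver cell types had much lower scores. A score depends on the genes chosen as well as on the amount of the cells. The genes of endothelial cells of the hepatic sinusoid summed to 165 ± 15.8 CPM, those of leukocytes to 77.8 ± 19.1 CPM and those of duct epithelial cells to 39.6 ± 15.5 CPM. None of these 3 lists was higher in the liver than in the other organs (adjusted p = 0.194, 0.991 and 1, same exact test), although the sinusoid list passed without its highest gene (adjusted p = 0.0170). Of 12960 genes tested with edgeR, 2290 were higher and 1855 lower in the liver than in the mean of the other organs at an adjusted p below 0.05 and an absolute log2 fold change of at least 1. The balance of the 2 directions depended on the scaling, with 1705 higher and 2717 lower without TMM normalization and 2002 higher and 2610 lower with DESeq2.

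How far the counts are concentrated on few genes was measured as the effective number of genes, the exponential of the Shannon entropy of the CPM. It was 1579 ± 16.0 in the liver and 2492 on average in the other 9 organs (two-sided exact permutation test within mice, p = 0.262). In each of the 3 mice the liver ranked in place 3 from the lowest, above the pancreas with 99.5 ± 3.09 and the skeletal muscle with 729 ± 5.28. The highest mean over mice was that of the brain with 3934 ± 455, although in mouse 4 the lung with 3667 lay above the brain with 3410. The share of the 10 highest genes was 15.0% ± 0.196 in the liver and 17.9% in the other organs (p = 0.824 from the same exact test). It was 55.4% ± 0.151 in the pancreas and 31.8% ± 0.172 in the skeletal muscle. Neither measure set the liver apart from the mean of the other organs by this test, which takes very unlike organs together. The effective number itself was well separated, since the 3 liver libraries lay between 1561 and 1593 and no library of another organ between 732 (skeletal muscle) and 2010 (heart). Both measures describe transcripts and not the numbers of cells. Taking the share of the 50 highest genes turned the difference from -2.82 to 1.47 percentage points, and it stayed far from the threshold (p = 0.931, same exact test).

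**Figure D2:**
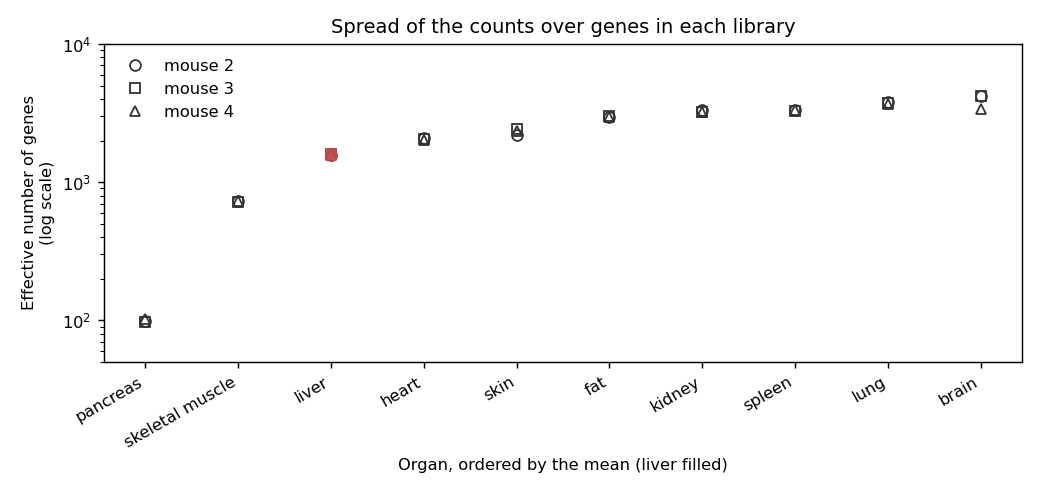
Effective number of genes in each Quant 3' mRNA-seq library on a log scale, with organs ordered by their mean over mice 2, 3 and 4 (circles, squares and triangles) and the liver filled in red. The liver lies at 1579 on average, above the pancreas at 99.5 and the skeletal muscle at 729.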

The liver is predominantly hepatocyte (>95%), suggesting that the method is effective with highly-heterogeneous organs, but not with relatively homogenous organs such as the liver.

### Validation by deconvolution

Next, the validation by the deconvolution (Fig 5) was performed (see also “Datasets”, “Data preprocessing”, “Calculation of reference cell-type ratios”, “Selection of signature gene sets” in the previous Description of the Methods section for the details). We developed a deconvolution method that integrates cWFs in a Bayesian framework, as schematically described in Fig 5A. It works as follows: The distribution of the cWFs (w_1_, w_2_, w_3_ in Fig 5A, the lower case 1, 2, 3 indicate cell-type 1, 2, 3) is used to compute virtual transcript counts (“x” in Fig 5A) for each gene (indicated as wiggling lines of different colors in Fig 5A) and the ratio (indicated as “r” in Fig 5A) of each cell-type in each organ (painted in different colors in Fig 5A). Using the signature-gene set, the computation is iteratively performed by the sampling method of No-U-Turn Sampler (NUTS), in the Bayesian framework with two hyperparameters, α and β, to account for the combinatorial influence of the cell-type ratios and the gene expression patterns of each cell-type on the whole-organ-level transcriptome, respectively. For the iteration (t = 1, …, T), the initial condition is set as x_1_^(0)^ and r_1_^(0)^ for the transcript counts and the ratio of cell-type 1 (see the diagram labels as “Prediction” in Fig 5A). Those for cell-types 2 and 3 are indicated accordingly (see the diagram labels as “Prediction” in Fig 5A). Such initial conditions are the cWF-weighted transcript count for each gene and the reference cell-type ratio, respectively. The iteration is repeated until all sampling variables converge with the signature-gene set. The counts of the non-signature gene set are computed by an analytic approach in the Bayesian framework with a hyperparameter, *γ*, which has the similar nature of *β* as above. The “r” is fixed as the above-estimated value, and only “x” in the non-signature gene set is computed.

**Fig 5:**
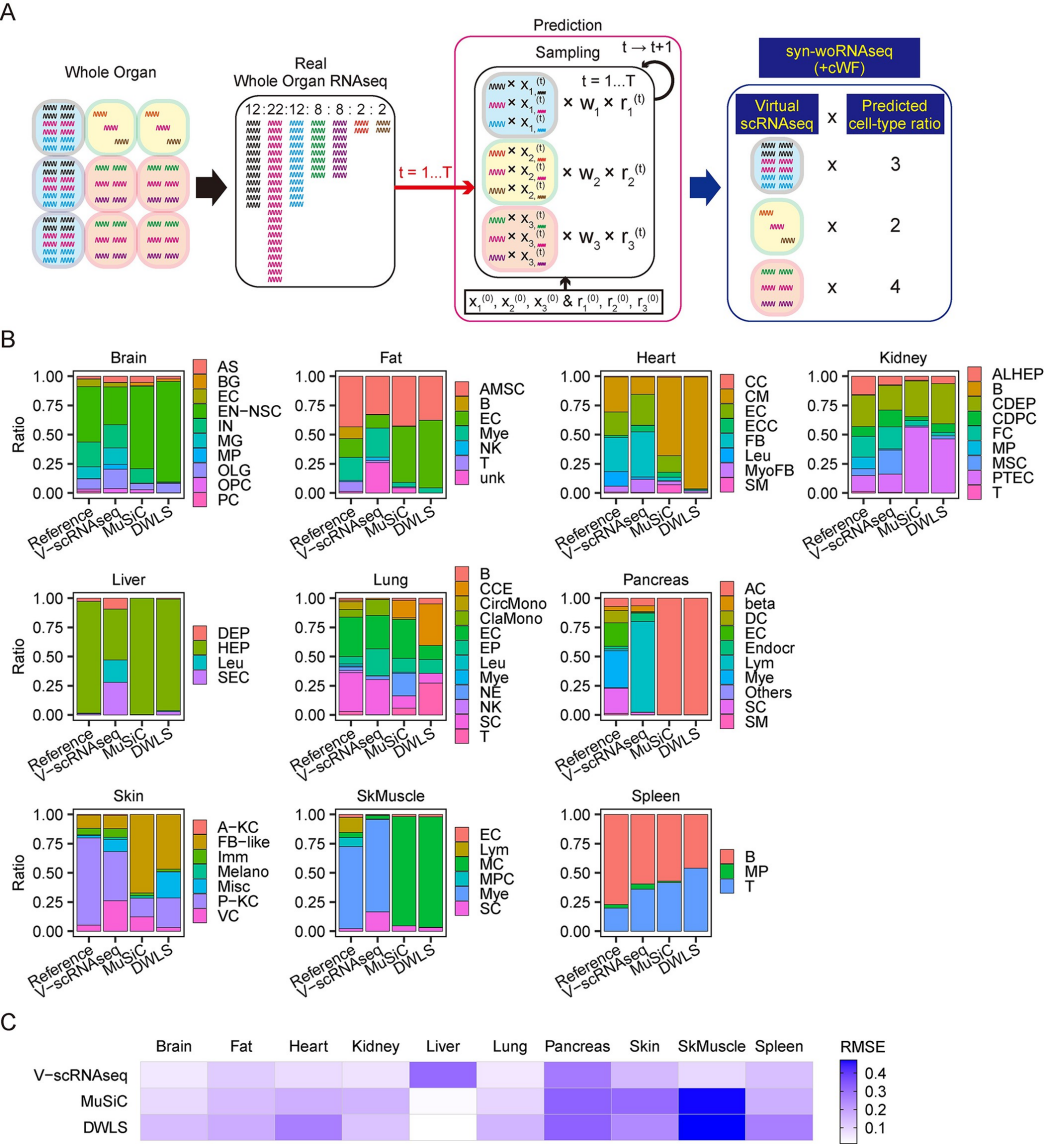
Accurate deconvolution of the whole organ RNA-seq by cWFs. **(A)** Graphical description of the overall concept of the deconvolution method with the cWFs. Shown is the case of an organ consisting of 3 cell-types (1, 2, 3) with 7 different genes (wiggling lines of different colors). The distribution of the cWFs: w_1_, w_2_, w_3_ for each cell-type 1, 2 and 3, respectively. The virtual transcript counts (x_1_^(t)^, x_2_^(t)^, x_3_^(t)^ where the different genes are indicated by the wiggling lines of different colors for each cell-type) and the ratio (r_1_^(t)^, r_2_^(t)^, r_3_^(t)^) of virtual cell-type 1, 2 and 3 at each iteration, t, are as indicated. Their initial conditions are x_1_^(0)^, x_2_^(0)^, x_3_^(0)^, r_1_^(0)^, r_2_^(0)^, r_3_^(0)^. The iteration (t = 1, …, T) is performed until both **X** and **r** converge. Upon completing the iterations, the sum of the virtual transcript counts weighted by the cWFs (indicated as “Virtual scRNAseq”) weighted by the virtual cell-type ratios (indicated as “Predicted cell-type ratio”) generates the synthetic whole-organ transcriptome (indicated as “syn-woRNAseq (+cWF)”), as shown at the far right of this panel. **(B)** Bar graph showing the cell type-ratios computed by our deconvolution method (V-scRNAseq) for each organ. The deconvolution was performed with the cWFs computed using the optimal number of the signature genes for each organ. The reference cell-type ratios and the ratios estimated by the conventional deconvolution methods without cWFs, MuSiC and DWLS, are shown as comparisons. The bar graphs are composed of the cell-types computed to be present for each organ by our method. **(C)** The quantitative similarity of the computed ratios to the reference ratios is shown by heatmap of RMSE for our method with cWFs (V-scRNAseq), MuSiC, and DWLS. RMSE: Root Mean Squared Errors. SkMuscle: skeletal muscle. Raw data for Fig 5B and 5C are available as S11 Table.

The specific computational operations of the deconvolution are as follows:

By assuming that the distribution of the weighting-factors follows Gaussian distribution, we calculated the mean and variance of the weighted counts for each cell subject as follows:

$${\overset{˜}{x}}_{j}∼N(\mu_{w_{j}}x_{j},\sigma_{w_{j}}^{2}diag(x_{j}⨀x_{j}))$$ (3)

where, ${\overset{˜}{x}}_{j},\mu_{w_{j}}$, and $\sigma_{w_{j}}^{2}$ denote the weighted count vector for the cell subject *j*, the mean of the cWFs for the cell subject *j*, and the variance of the cWFs for the cell subject *j*, respectively. The operator ⨀ represents the element-wise product between two vectors. On the basis of the computed mean and variance of the weighting-factors for each cell subjects, the weighted count vector of cell-type *k* was calculated by assuming that they follow Gaussian distribution as follows:

$${\overset{¯}{x}}_{k}∼N(\frac{1}{N_{k}}\sum_{j}\mu_{w_{j}}x_{j},\frac{1}{N_{k}}\sum_{j}\sigma_{w_{j}}^{2}diag(x_{j}⨀x_{j}))(j\in C^{k})$$ (4)

where, *k*, *C*^*k*^, and *N*_*k*_ denote a cell-type, a set of subjects labelled with cell-type *k*, and the number of subjects in *C*^*k*^, respectively. Using these weighted count vectors for the cell subjects, the model is built as follows:

y=Xr (5)

where, $y,X=[{\overset{¯}{x}}_{1},\ldots ,{\overset{¯}{x}}_{k},\ldots ,{\overset{¯}{x}}_{K}]$, and **r** are the whole-organ RNA-seq data vector, the matrix of the virtual transcript counts where the columns are the weighted-counts for each cell-type calculated as above, and the coefficient vector corresponding to the cell-type ratio, respectively. To compute **X** and **r**, we employed Bayes’ theorem. To apply Bayes’ theorem, Gaussian noise N(0,βI) was added to Eq (5) and a probabilistic model was developed as follows:

P(y|X,r)=N(y|Xr,βI) (6)

where, *β* denotes a hyperparameter. According to the Bayes’ theorem, the posterior distribution of **X** and **r** was obtained as

P(X,r|y)∝P(y|X,r)P(X)P(r) (7)

where, P(**X**) and P(**r**) denote prior distribution of **X** and **r**, respectively. P(**X**) and P(**r**) are given as follows:

$$P(X)=\prod_{k=1}^{K}P({\overset{¯}{x}}_{k})=\prod_{k=1}^{K}N({\overset{¯}{x}}_{k}|\mu_{k}^{\prime },\Sigma_{k}^{-1})$$ (8)

$$P(r)=Dirichlet(r|\alpha 1_{K})$$ (9)

where, *α* and **1**_*K*_ denote a hyperparameter and the *K*-dimensional all-ones vector. In prior distribution $P(X),N({\overset{¯}{x}}_{k}|\mu_{k}^{\prime },\Sigma_{k}^{-1})$ is the same as Eq (4). In other words, $\mu_{k}^{\prime }=\frac{1}{N_{k}}\sum_{j}\mu_{w_{j}}x_{j}$ and $\Sigma_{k}^{-1}=\frac{1}{N_{k}}\sum_{j}\sigma_{w_{j}}^{2}diag(x_{j}⨀x_{j})$. To maximize the posterior distribution, we employed an extension of Hamiltonian Monte Carlo (HMC) sampler, the No-U-Turn Sampler (NUTS) by a software, ‘stan’, which was performed on R program by an R package, ‘*rstan*’, and used only signature gene sets for sampling, as the running time is reduced. The probabilities of hyperparameters, *α* and *β* were set as zero-truncated standard normal distribution. In addition, we set zero for the negative values in the sampled elements of **X**. The ‘stan’ sampling parameters, such as ‘the number of iterations’, ‘max_treedepth’, ‘adapt_delta’, ‘thin’, etc., were appropriately chosen to converge well the sampled distributions. The convergence was evaluated by R-hat values (Gelman-Rubin statistics) in all sampling variables below 1.1, which is a generally accepted value for convergence evaluation. For the expression pattern of non-signature genes, we set another noise parameter *γ* in Eq (6), instead of *β* and estimated ${\overset{¯}{x}}_{k}$ (the expression patterns in non-signature genes) by the following probability equation:

$$P({\overset{¯}{x}}_{k}|y,\overset{¯}{r},{\left\{{\overset{¯}{x}}_{l}\right\}}_{l\neq k})\propto P(y|X,\overset{¯}{r})P({\overset{¯}{x}}_{k})$$ (10)

where, $\overset{¯}{r}$ denotes the mean values of **r** determined by the sampled distribution above.

Then, $P({\overset{¯}{x}}_{k}|y,\overset{¯}{r},{\left\{{\overset{¯}{x}}_{l}\right\}}_{l\neq k})$ follows Gaussian distribution and its mean and variance can be calculated by the following equations:

$$E[{\overset{¯}{x}}_{k}]={\left(\gamma r_{k}^{2}I+\Sigma_{k}^{-1}\right)}^{-1}(\gamma r_{k}y+\Sigma_{k}^{-1}\mu_{k}^{\prime }-\gamma \sum_{l\neq k}r_{k}r_{l}{\overset{¯}{x}}_{l})$$ (11)

$$Var[{\overset{¯}{x}}_{k}]=\gamma r_{k}^{2}I+\Sigma_{k}^{-1}$$ (12)

In the resulting $E[{\overset{¯}{x}}_{k}]$, all negative values were set to zero. The hyperparameter *γ* was set as either of 10^−5^, 10^−4^, …, 10^5^. The estimating calculation was recursively performed until the root mean square error (RMSE) of $\overset{¯}{x}$ between iterations gets below 1 or until at most 100 times enough to converge, where one iteration is the estimating calculations of Eq (11) and (12) for all *k* (i.e., all cell-types) and for each iteration, ${\overset{¯}{x}}_{l}$ is from the prior iteration. The optimal value of the hyperparameter *γ* was determined by the least RMSE between the original whole-organ RNA-seq (i.e., **y**) and the estimated one (i.e., $\overset{¯}{y}$). The optimal number of the signature genes was determined based on the three criteria as follows: 1) Improvement of the Pearson correlation coefficient between the r-woRNAseq and the syn-woRNAseq(+cWF), 2) Convergence in the deconvolution, 3) Higher similarity to the reference cell type composition (i.e., lower RMSE).

The deconvolution results for 10 organs using this method were compared to the real cell-composition data of the corresponding organ (Fig 5B and 5C). The results were also compared to those of two conventional deconvolution methods without the cWF, MuSiC and DWLS [45,46]. These two were chosen as they have been applied to 1–4 organs and appear to outperform the other published methods. MuSiC was conducted as described [46]. DWLS was performed as described [45], except that a function, ‘solve.QP()’ (R package: ‘*quadprog*’) was substituted by ‘solve_osqp()’ (R package: ‘*osqp*’) for quadratic problem solver.

The result shows that our method (V-scRNAseq) outperforms the methods without the cWFs (MuSiC, DWLS) for 9 organs (brain, fat, heart, kidney, lung, pancreas, skin, skeletal muscle, spleen). For these organs, the cell-type ratios predicted by our method are more similar to those of the real data than those predicted by MuSiC or DWLS (Fig 5B). Notably, our method corrected the abnormally large ratios of cardiac muscle and muscles in the heart and the skeletal muscle, respectively, estimated by MuSiC and DWLS (Fig 5B). The lower root-mean-squared error (RMSE) for these 9 organs with our method (Fig 5C) further confirms the better performance of our method (Fig 5C). For the liver, our method failed (Fig 5B and 5C), despite the high performance in the reconstitution (Fig 4). This may be due to the predominantly hepatocyte composition of the liver. Our method assumes the symmetric Dirichlet distribution as prior distribution which influences the posterior distribution–hence, the method is less suitable for the organ, such as the liver, consisting of a single dominant cell-type.

In addition to the cell-type ratios, the deconvolution method yields the virtual transcriptome of 23,131 (Brain, Fat, Heart, Lung, Spleen), 22,742 (Kidney), 23,104 (Liver), 15,682 (Pancreas), 21,233 (Skin) and 14,129 (Skeletal muscle) genes in each of the “virtual” cell-type. Hence, we compared these virtual transcriptome profiles to those of the corresponding real cell-type for the 10 organs (Fig 6). Our approach computes a posterior distribution and its Expected *A Posteriori* (EAP) for counts of each transcript for each cell-type. Using these EAPs, we then calculated the mean counts of each cell-type in each organ. For the virtual scRNA-seq, the estimated mean count for each cell-type was normalized to a million. For the real scRNA-seq, the mean count for each individual cell was normalized to a million and averaged for each cell-type. Using these normalized counts, we calculated Pearson correlation coefficients for each cell-type.

**Fig 6:**
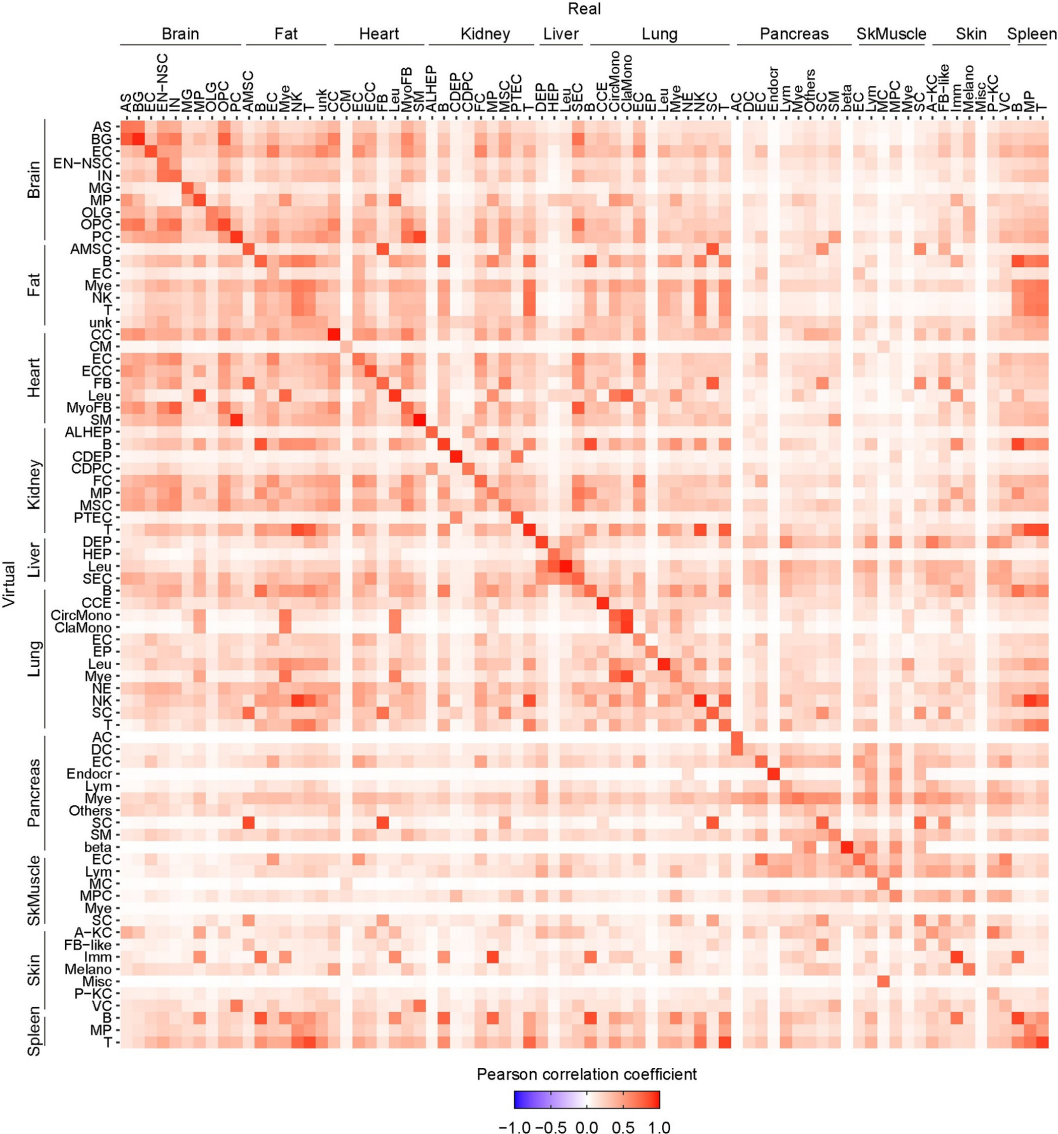
Computation of the complete transcriptome of the composite cell-types of 10 mouse organs. The heatmap of Pearson correlation coefficients for the transcriptome of all virtual and real cell-types across all 10 organs. The Pearson correlation coefficients are calculated for 23,131 (Brain, Fat, Heart, Lung, Spleen), 22,742 (Kidney), 23,104 (Liver), 15,682 (Pancreas), 21,233 (Skin) and 14,129 (Skeletal muscle) genes. Raw data are available as S12 Table.

Their Pearson correlation coefficients indicate that the virtual transcriptomes are comparable to the real ones across all cell-types and organs. They also recapitulate the transcriptomics-relatedness of the same/related cell types across different organs (Fig 6). For example, the similarity of endothelial cells in multiple organ such as brain, fat, heart, liver and lung is recapitulated in the virtual transcriptomes among these organs (Fig 6). The relatedness of each of the immune system cells across multiple organs is also represented (Fig 6).

### Validation by comparing the cWFs to the experimentally measured transcript-contents

The reconstitution and deconvolution results demonstrate that cWFs enable the accurate representation of individual cells in the context of the whole-organs of highly heterogeneous compositions, presumably by weighting the variations of the transcriptome-size of different cell-types. We further validate this account by directly comparing the cWFs variations to those of the experimentally-determined total mRNA-contents of the corresponding cell-types.

The measurement of such variations for individual single-cells of solid organs are difficult and the methods to measure such variations are limited to cultured cells and systemic/circulating cells such as immune cells, and tumor cells [2,10,13,24]. Therefore, we used the experimentally-determined total mRNA-contents of the cell-types composing human peripheral blood mononuclear cells (PBMCs) and compared them to the computed cWFs of the corresponding cell-types (Fig 7).

**Fig 7:**
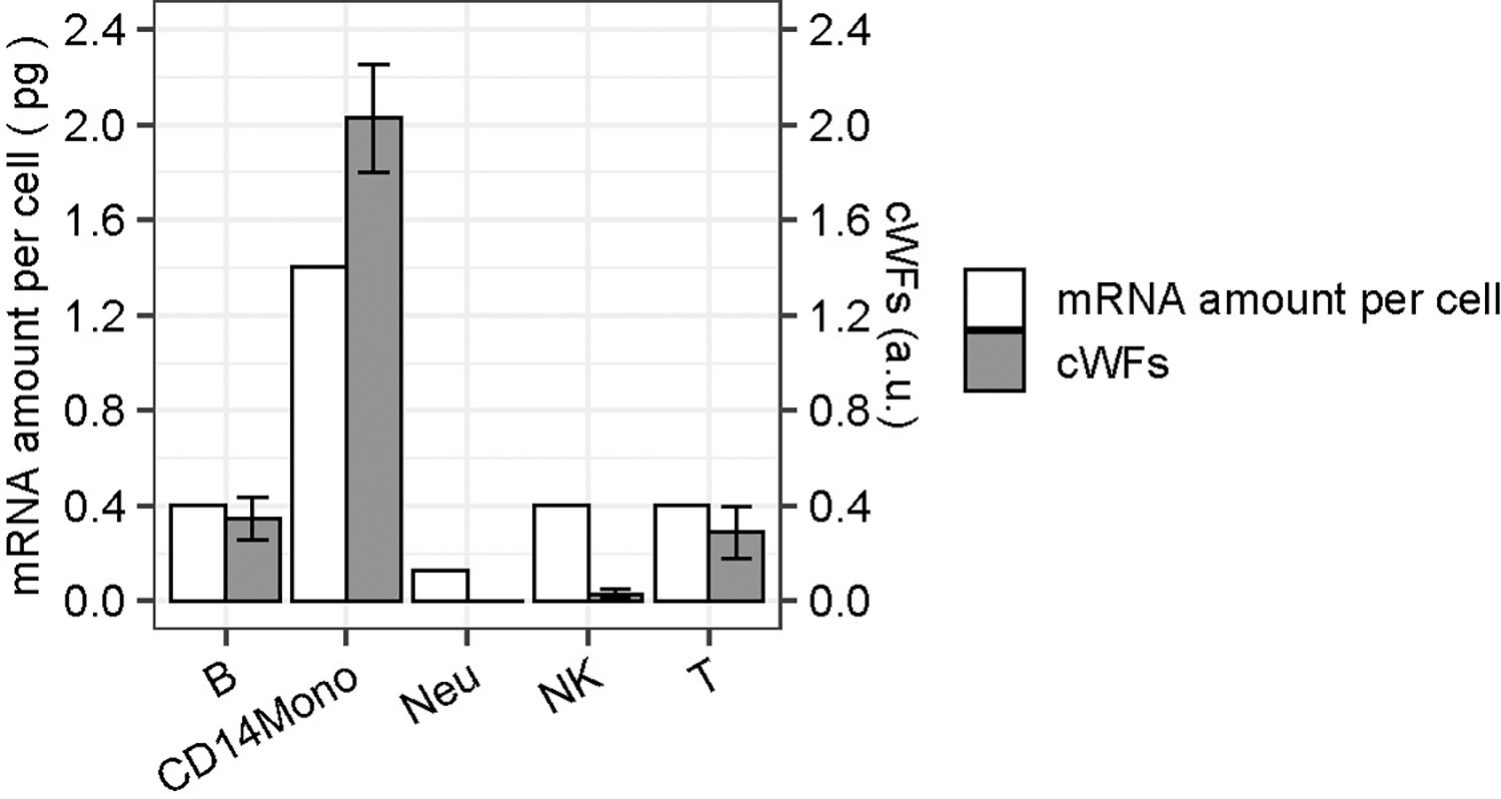
Comparison of the cWFs to the experimentally-determined total mRNA-contents of human PBMC cell-types. The comparison is shown as bar graphs of the experimentally-determined mRNA-amounts per cell (mRNA amount per cell: empty bar) and the computed cWFs (cWFs: filled-bar) for each cell-type. The bars are shown as mean ± S.E. (standard error). B: B-cell, CD14Mono: CD14^+^ monocytes, Neu: Neutrophil, NK: Natural killer cell, T: T-cell. The validation of the cWFs by reconstitution and deconvolution are found in S6 Fig. Raw data are available as S13 Table.

We used bulk and single-cell RNA-seq data of human PBMCs [32,43,44] and computed the cWFs of B-cells, CD14^+^ monocytes, CD16^+^ monocytes, dendritic cells, neutrophils, natural killer (NK) cells, plasmablasts (PB), T-cells, and the others (e.g., red-blood-cells, platelets, etc.) (see also “Datasets”, “Data preprocessing”, “Calculation of reference cell-type ratios”, “Selection of signature gene sets” in the previous Description of the Methods section for the details). The reconstitution analysis confirmed that they correct the biased gene-expression in the scRNA-seq data caused by the normalization of the transcriptome-size, as indicated by the higher Pearson correlation coefficients (S6A Fig). The deconvolution analysis was also conducted using the optimal number of the selected signature genes. The result shows the cell-type composition that is similar to the reference as indicated by low RMSE (0.09) and high Pearson correlation coefficient (0.84) (S6B Fig).

Based on these results, we made side-by-side comparison of the computed cWFs and their experimentally-measured transcriptome-size of the corresponding cell-types (Fig 7). The total mRNA-amounts are experimentally measured and determined for B-cells, CD14^+^ monocytes, neutrophils, NK cells, and T-cells of PBMCs [11]. The result shows that the computed cWFs accurately recapitulate the 3.5–10.8-fold higher transcriptome-size of the CD14^+^ monocytes compared to the B-, T-, NK cells, or neutrophils, respectively (i.e., CD14^+^ monocytes: 1.4 pg/cell vs. B-/T-/NK-cells: 0.4 pg/cell, Neutrophils: 0.13 pg/cell). It also recapitulates the 3-fold higher values of the B- and T-cells than that of neutrophils (i.e., 0.4 vs. 0.13 pg/cell). The experimental values of the mRNA-amounts of B- and T-cells are approximately the same, which is also recapitulated by virtually the same cWFs of these two cell-types. These side-by-side comparisons provide another layer of evidence supporting the account that cWFs indeed represent the transcriptome size-variations among different cell-types.

### Validating the independence of cWFs from differential cell-type ratio

Next, we examined whether differential cell-type ratios influence the cWFs. For this purpose, we computed the cWFs using the bulk RNA-seq data of two cell-types that are mixed to the predetermined differential ratios (S7 Fig) (see also “Datasets”, “Data preprocessing”, “Selection of signature gene sets” in the previous Description of the Methods section for the details). In this analysis, we used the bulk RNA-seq data derived from the samples where HEK293T and Jurkat cells are mixed to the ratios of 20: 80 and 80: 20 [10]. The RNA content of HEK293T cells is determined to be approximately six-times more than that of Jurkat cells [10]. The result shows the expected approximately six-fold larger RNA content of HEK293T cells, as compared to that of Jurkat cells, regardless of their differential ratios (i.e., 20: 80 vs. 80: 20) (S7 Fig). This result supports the notion that the cWFs are unaffected by differential cell-type ratios.

### Validation by prediction using unmatched organ RNA-seq and scRNA-seq data

We next evaluated whether our method always requires the exactly matched organ (bulk)-RNA-seq and scRNA-seq data of the organ of interest. For this purpose, we performed the deconvolution of the heart RNA-seq data of a myocardial infarction model [26,47], using the cWFs of the normal heart (i.e., sham control shown in S5 Fig) to compute a putative change of the cell-type ratios of the infarcted heart (S8 Fig) (see also “Datasets”, “Data preprocessing”, “Calculation of reference cell-type ratios”, “Selection of signature gene sets” in the previous Description of the Methods section for the details). The results show that the method can detect the expected cell-type ratio changes [48,49]–i.e., the significantly decreased cardiomyocytes (CM) at the early MI stage (ca. ×0.62) (S8E Fig) and their further reduction at the middle fibrosis stage (ca. ×0.42) (S8M Fig), and increased fibroblasts (FB) at the fibrosis (ca. ×1.61) (S8M Fig) and late cardiac remodeling (ca. ×1.70) (S8L Fig) stages. These results suggest that the deconvolution method herein does not necessarily require the prior knowledge about the exact cell-type ratio of the target organ.

## Applications

### Analysis of differential cWFs in aging progression

Previously, biological and diagnostic utilities of differential transcriptome size are reported [2,12,15–24]. Hence, we explored such utilities for cWFs. We hypothesized that the transcriptome-size of each cell-type differentially change over the course of aging and that such a phenotype could underlie the aging mechanism and could also be exploited as a new type of aging-biomarker. To test this hypothesis, we examined whether the patterns of the cWFs change over the course of aging. Furthermore, we examined whether such putative changes of the cWFs actually indicate the progression of aging.

For this purpose, we used the *Tabula Muris Senis*, the atlas of the multiple-organ single-cell transcriptomics across multiple aging stages of mouse [27,29] (see also “Datasets” in the previous Description of the Methods section for the details). This atlas provides both the whole-organ RNA-seq data and their corresponding composite scRNA-seq data. Using these data, we computed cWFs of the composite cell-types of 5 organs (brain, heart, kidney, lung, spleen) across 3 aging-stages (3, 18, and 24 months-old) of mice. The 3, 18, and 24 months-old (mos.) in mouse correspond to 25–26 years-old, 60–80 years-old, and ≥ 80 years-old in human, respectively [50]. These 5 organs were chosen for the following two reasons: 1) they performed well in both the reconstitution and deconvolution validations (Figs 4 and 5); 2) their equivalent whole-organ/single-cell data are also present in our 10 organs-analysis described above.

Using these datasets, we computed the cWFs of all composite cell-types for each organ (see also “Data preprocessing”, “Calculation of reference cell-type ratios”, “Selection of signature gene sets” in the previous Description of the Methods section for the details). The reconstitution (S9 Fig) and deconvolution (S21 Table) analyses confirmed that they correct the biased representations of the gene expression and cell-type compositions, respectively, in the scRNA-seq data with one or more of the signature gene set(s) for each aging-stage. Based on these results, we selected the best performing numbers of the signature genes for each organ and aging-stage by omitting the conditions that failed to significantly improve the reconstitution (highlighted in pink in S21 Table) and selecting the ones with the lowest RMSE and the highest Pearson correlation coefficients in the deconvolution analysis (highlighted in light-green in S21 Table). This screening selected the cWFs computed with the following conditions: Brain (3 mos.– 500 signature genes, 18 mos.– 300 signature genes, 24 mos.– 300 signature genes), Heart (3 mos.– 100 signature genes, 18 mos.– 500 signature genes, 24 mos.– 300 signature genes), Kidney (3 mos.– 300 signature genes, 18 mos.– 500 signature genes, 24 mos.– 500 signature genes), Lung (3 mos.– 500 signature genes, 18 mos.– 300 signature genes, 24 mos.– 300 signature genes), Spleen (3 mos.– 300 signature genes, 18 mos.– 100 signature genes, 24 mos.– 500 signature genes).

With these selected cWFs, we examined whether their relative differences change over the course of aging. For this purpose, we compared the ratios of the cWFs of a pair of two distinct cell-types in each organ across three aging-stages. The distribution of the pairwise cWF ratios was calculated for each aging-stage. The ratios of the pairwise cWFs in each cell-type, instead of the cWFs themselves, were used as the cWFs are relative values calculated from the normalized count datasets of the real whole-organ RNA-seq and thus the cWFs values themselves can be used only for their comparison among the cell-types within each organ at each aging-stage (i.e., the cWFs cannot be compared across the aging-stages). Hence, their pairwise ratios were used for the comparisons across the aging-stages. For each pairwise cell-type within an organ, the distribution of the cWF ratios was calculated for all pair combinations of the consisting cells. For example, assuming that cell-type X has 1,000 cells and cell-type Y has 500 cells with one cWF per cell, respectively, the distribution of the ratio of cWFs of cell-type X vs. Y consisting of 500,000 values of the ratios was calculated. When a cell-type contains zero value of cWF, we substituted the zero value for the second minimum cWF value in the cell-type to avoid the division by zero. Next, for each cell-types pair, we performed Mann-Whitney U-test to make statistical evaluations of the differences of their ratio-distributions between the aging-stages (i.e., 18 mos. vs. 3 mos., 24 mos. vs. 3 mos., 24 mos. vs. 18 mos.). Zeros were generated if the resulting values were below the lower bound of R program, 1e-308. These analyses detected their statistically significant (p < 0.01 by U-test) changes of many of the cell type-pairs in all organs over the course of aging (Fig 8).

**Fig 8:**
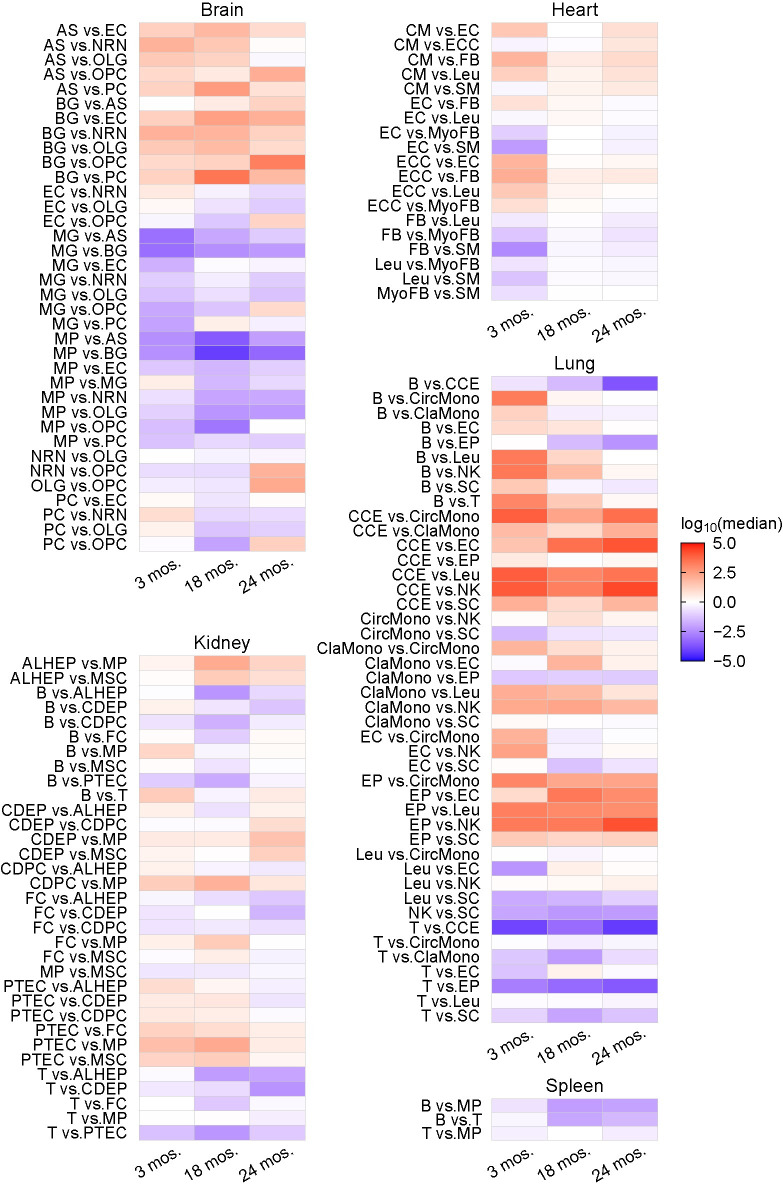
Differential cWFs during aging of mouse. The changes of the ratios of cWFs of cell type-pairs across three aging-stages (3 months-old: 3 mos., 18 months-old: 18 mos., 24 months-old: 24 mos.) are shown as heatmap for each organ (Brain, Heart, Kidney, Lung, Spleen). The cell type-pairs are indicated at the left of each heatmap. The ratios are the pairwise ratios of the corresponding cell-types. For example, AS vs. EC indicates the ratio of the cWF for AS (numerator) and EC (denominator). The ratios are indicated as log_10_ of the medians. Shown are the pairs resulted in p < 0.01 by U-test in one or more of the three pairwise aging stage-comparisons (18 mos. vs. 3 mos., 24 mos. vs. 3 mos., 24 mos. vs. 18 mos.). The analysis was conducted with those showing the significant improvements in the reconstitution (S9 Fig) and the best deconvolution results (S21 Table) for each organ. The full names of the cell type abbreviations and the raw data of the heatmap are found in S22 Table.

### Machine learning prediction of the aging-stages by the differential cWF ratios

We next investigated whether such differential pairwise ratio-changes of the cWFs predict the progression of aging. For this purpose, we applied a machine learning algorithm, LightGBM [51], to the dataset of the pairwise cWF ratios between the cell type-pairs listed above. For this analysis, we omitted the data of the cell-types pairs of which statistical analysis described above resulted in p ≥ 0.01 across all pairs of the aging-stages. Using the remaining data, we performed LightGBM classifier analysis [51]. We first generated input data for LightGBM classifier analysis using the cWF ratio distributions obtained as described in the above section. The 100 cWF ratio distribution-values were randomly sampled for each cell-types pair for each aging-stage. The sampled values were at random combined with each other, resulting in the matrix of “the 100 cWFs ratio distribution values” x “the number of the cell-type pairs” for each aging-stage. Using these matrices for all three aging-stages as the input data, we generated a LightGBM classifier of aging-stages on Python, using the ‘*lightgbm*’ package [51]. The input data was divided by 8: 2 into training data and test data. The training data was used for tuning the parameters of LightGBM. The tuning was performed by the ‘*optuna*’ package [52], searching for the best parameters to maximize macro-F1 score. Specifically, the searched parameters are ‘max_depth’, ‘num_leaves’, ‘subsample’, ‘subsample_freq’, ‘colsample_bytree’, ‘min_child_samples’, ranging from 3 to 12, 2 to 256, 0.1 to 1.0, 1 to 7, 0.1 to 1.0, and 5 to 100, respectively. The model was generated using the best parameters and evaluated using test data by accuracy, macro-Precision, macro-Recall, and macro-F1_score. These evaluations were performed by a Python package, ‘s*cikit-learn*’ [53] and their formulas are as follows:

$$accuracy=\frac{1}{3}\sum_{a=1}^{3}\frac{{TP}_{a}+{TN}_{a}}{{TP}_{a}+{FP}_{a}+{TN}_{a}+{FN}_{a}}$$ (13)

$$macro-Precision=\frac{1}{3}\sum_{a=1}^{3}\frac{{TP}_{a}}{{TP}_{a}+{FP}_{a}}$$ (14)

$$macro-Recall=\frac{1}{3}\sum_{a=1}^{3}\frac{{TP}_{a}}{{TP}_{a}+{FN}_{a}}$$ (15)

$$macro-F1score=\frac{1}{3}\sum_{a=1}^{3}\frac{2}{{\left(\frac{{TP}_{a}}{{TP}_{a}+{FP}_{a}}\right)}^{-1}+{\left(\frac{{TP}_{a}}{{TP}_{a}+{FN}_{a}}\right)}^{-1}}$$ (16)

where, *TP*_*a*_, *FP*_*a*_, *TN*_*a*_ and *FN*_*a*_ represent true positive, false positive, true negative, false negative, respectively, in the classification of the aging stage, *a*. In addition, we also extracted feature importance based on ‘gain’ from the model and confirmed the high-ranked contributors in the model (i.e., aging-stage classification).

First, each organ dataset was independently evaluated (Fig 9). The result shows high predictability with the pairwise cWF ratios between the brain, the lung, the heart, and the kidney cells, as indicated by their high prediction index scores (i.e., accuracy, macro-recall, macro-precision, macro-F1 score) of 0.88–0.98 (Fig 9A).

**Fig 9:**
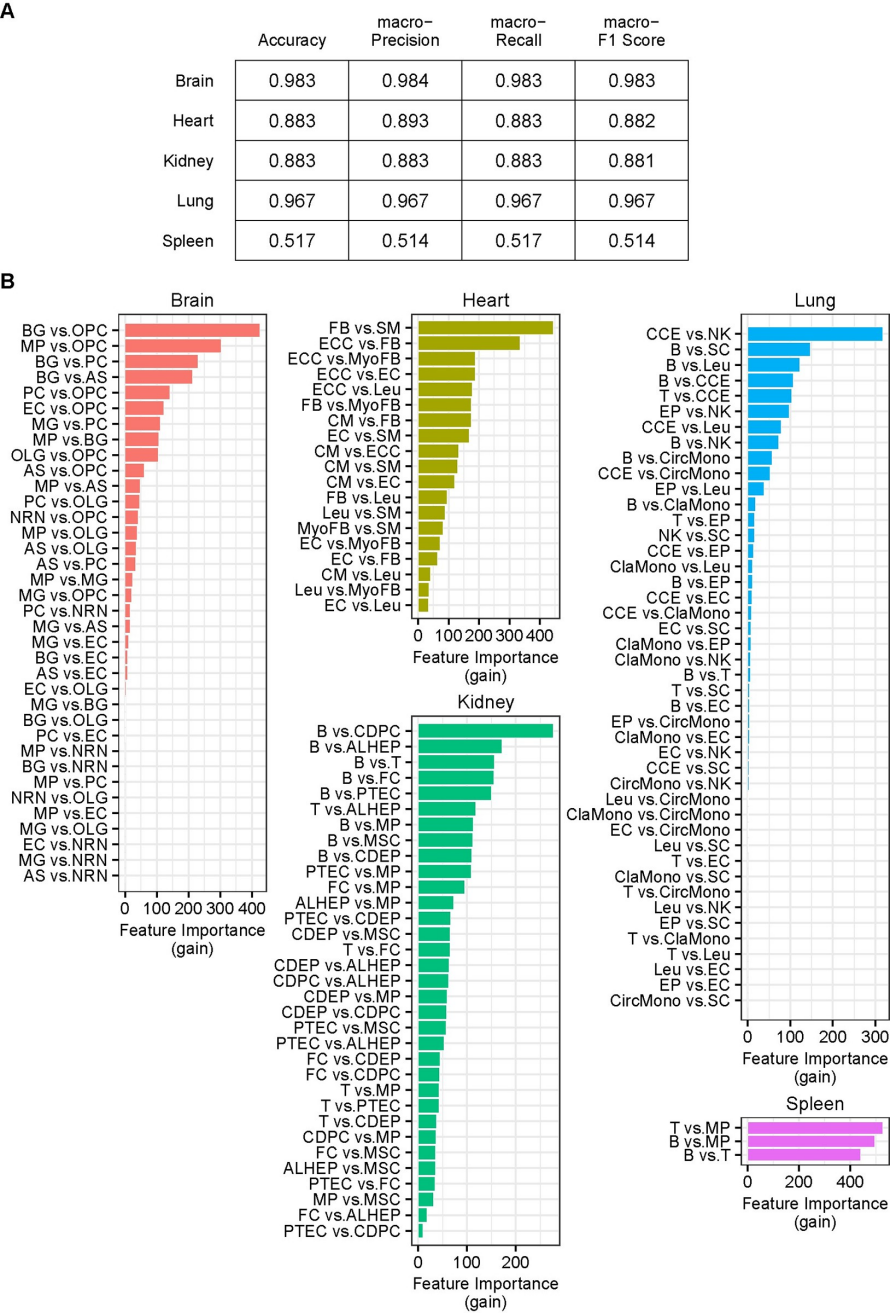
Prediction of the aging-stage by the differential cWFs of each organ. **(A)** The prediction scores (accuracy, macro-precision, macro-recall, macro-F1 score) for each organ (Brain, Heart, Kidney, Lung, Spleen) are shown. **(B)** The top-ranked features (i.e., pairwise cell-types) important for the prediction are shown as bar graphs for each organ. The feature importance is indicated by gain. The corresponding raw data are found in Sheet A in S23 Table.

The LightGBM prediction with all organs combined also shows high performance as indicated by its prediction index scores of 1 (Fig 10A). The feature importance analysis shows the top-ranked cell type-pairs are those of the lung and the brain, supporting the higher performance results with the cell-types of these organs when they are independently analyzed (Fig 9A). The cell-types indicated as important contributors to the prediction listed above for the individual organ analyses also ranked higher in this all-organ-combined analysis (Fig 10B). The spleen shows significantly lower performance (Fig 9). This may imply that the transcriptome-sizes of three cell-types (B cell, T cell, macrophage) of this organ are similar. Alternatively, the prediction performance is lower due to the small number of cell-types features (i.e., three cell-types). Taken together, the results demonstrate that the differential cWF ratios of the brain, the lung, the heart and the kidney accurately predict the progression of aging, suggesting a possible role of the differential transcriptome-size among the cells in these organs in the aging mechanism. The results also indicate a possibility of using these indices to determine the progression of aging.

**Fig 10:**
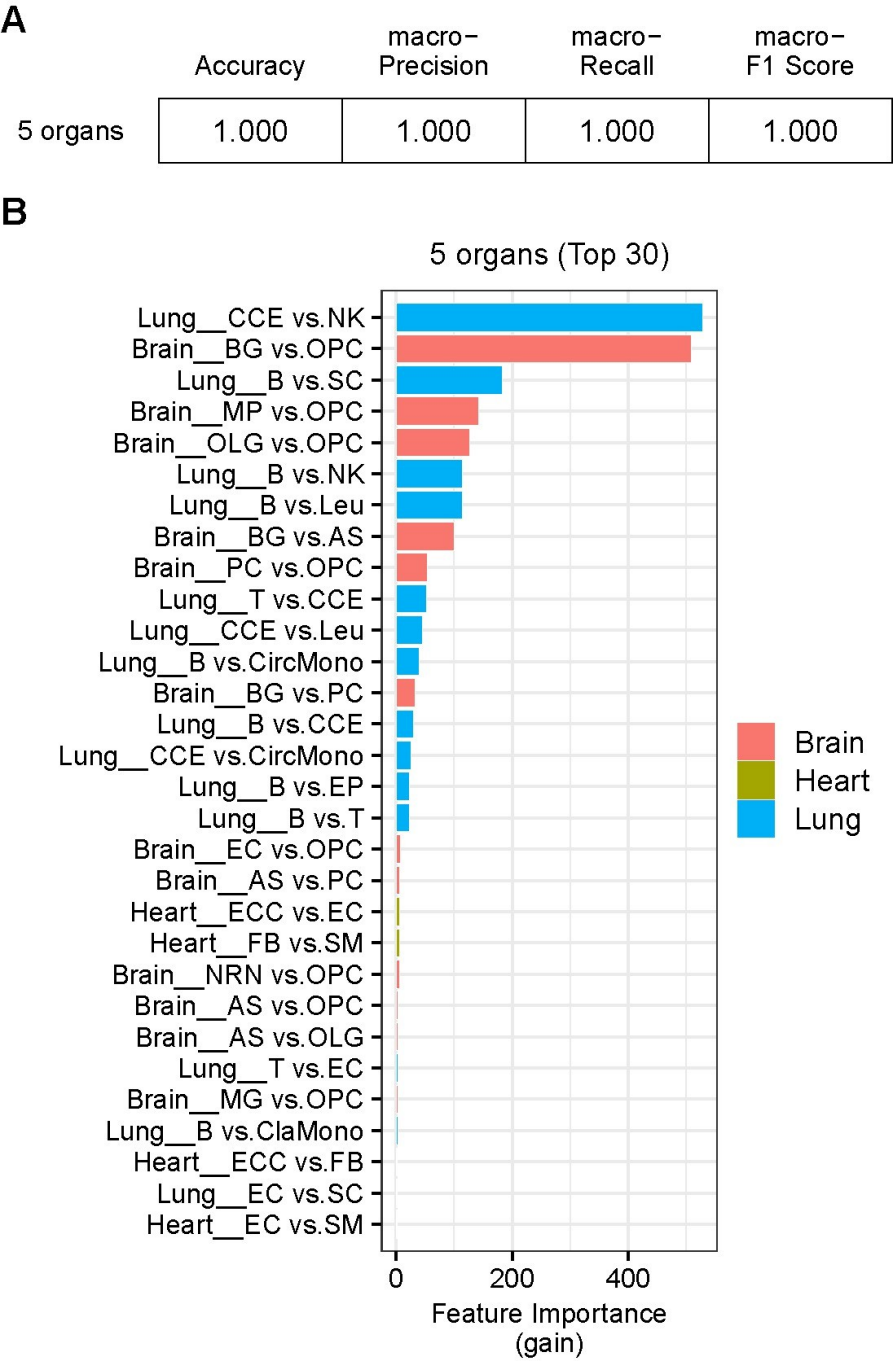
Prediction of the aging-stage by the differential cWFs of all 5 organs combined. **(A)** The prediction scores (accuracy, macro-precision, macro-recall, macro-F1) by combining the cWF of all pairwise cell-types across all organs are shown. **(B)** The top 30 important features (i.e., the pairwise ratios of the cWFs) for the prediction are shown as bar graphs for each organ. The feature importance is indicated by gain. The cell type-pairs and their organs are indicated as organ-name_cell-type pair (e.g., Lung_CCE vs. NK: the CCE vs. NK pair of the lung). The corresponding raw data are found in Sheet B in S23 Table.

## Discussion

In this study, we report a computational method to calculate cWFs, coefficients to offset the lack of the representation of transcriptome size variations and differential cryptic gene expression among different cells of solid organs (Fig 2). Using this method, we computed and describe cWFs for 76 cell-types across 10 organs (Fig 3). We show that they indeed account for the relative variations of the transcriptome-size of the cells and their differential cryptic gene expression by demonstrating their requisite role for accurately reconstituting and deconvolving the whole-organ RNA-seq data using their composite scRNA-seq data weighted by the corresponding cWFs (Figs 4–6). We also show that they recapitulate the experimentally-determined total mRNA content-differences, using PBMC data (Fig 7).

Furthermore, we show that cWFs differentially change among diverse cell-types across various organs over the course of aging and can be used to effectively predict aging progression in the aging mouse model (Figs 8–10). These results suggest a possible role of differential transcriptome size-change in the aging mechanism. The results also indicate their possible diagnostic applications as biomarkers for aging progression and/or aging associated diseases.

Despite the usefulness of cWFs, some limitations must be noted. While our method is effective for the organs consisting of heterogeneous cell-types, it is ineffective for a relatively homogenous organ such as the liver consisting of predominantly hepatocytes (>95%) (Figs 3, 5, S4, and S5). Another limitation could be the requirement of both bulk and single-cell RNA-seq data of the organs and the tissues of interest. Our method requires both of these datasets for the target organs/tissues to infer the cWFs of the composing cell-types. However, this may become less of a limiting factor as the availability of such data is exponentially growing. Once we determine the cWFs for the specific cell-types of organs, the same cWFs can be used for the same cell-types of the corresponding organs derived from other independently-generated datasets (i.e., regardless of their sources). Therefore, the cWFs reported in this study can be used for the same 76 cell-types and 10 organs for other studies. Another requirement is that the method needs at least a rough a priori knowledge about the cell-type compositions (i.e., the ratio of cell-types) of the organs and the tissue of interest –i.e., the method works only in a supervised framework. This limitation could also become less limiting as a growing body of scRNA-seq data provides information on the cell-type compositions of previously less characterized organs/tissues. Furthermore, we show at least one example where the expected pathological changes of the cell-type ratio of the heart can be predicted using the cWFs derived from the healthy control heart (S8 Fig), despite a bias introduced by this reference data.

## Supporting information

S1 Fig Sensitivity analysis for the total number of cell subjects, *m*. The cWFs for each cell type of each organ are shown for the *m* = 50 and *m* = 200. The results are shown for the signature genes numbers (Signature genes#), 100, 300, and 500. Compare the results to those with the default *m* = 100 (Fig 3). Raw data are available as S3 Table.
(TIF)

S2 Fig Reconstitution of the whole organ RNA-seq by the composite scRNA-seq and cWFs computed with varying numbers of cell subjects, *m*. The similarity is shown as violin plot of the Pearson correlation coefficient for each number of the signature genes (100, 300, 500) for each organ (indicated above each plot). The number of *m* is indicated at the bottom of each graph. The results with the default *m* = 100 are the same ones shown in Fig 4. Raw data are available as S6 Table. SkMuscle: skeletal muscle.
(TIF)

S3 Fig Accurate reconstitution of the whole organ RNA-seq by the composite scRNA-seq and cWFs using two independent RNA-seq datasets. The Pearson correlation coefficients with and without cWFs are shown for each organ using Quant 3’ mRNA-seq **(A)** (raw data are available as S7 Table) and deep RNA-seq **(B)** (raw data are available as S8 Table). Independently prepared RNA samples are used for each RNA-seq methods.
(TIF)

S4 Fig cWFs computed using Quant 3’ mRNA-seq data. Shown are cWFs for each cell-type of each organ. Compare the results to those shown in Fig 3. Raw data are available as S9 Table.
(TIF)

S5 Fig cWFs computed using deep RNA-seq data. Shown are cWFs for each cell-type of each organ. The sequencing method is the same as those of Fig 3; however, the organ/RNA samples are independently prepared and sequenced. Compare the results to those shown in Fig 3. Raw data are available as S10 Table.
(TIF)

S6 Fig Reconstitution and deconvolution of the bulk human PBMC RNA-seq by the composite scRNA-seq. (**A)** Reconstitution results with and without (no) cWFs are compared. The results with the 100, 300, 500 signature genes are shown. The similarity is shown as violin plot of the Pearson correlation coefficients. The corresponding raw data with no cWFs and with cWFs are found in S14 and S15 Tables, respectively. **(B)** Bar graph showing the cell type-ratios computed by the deconvolution method (V-scRNAseq) for each organ. The deconvolution was performed with the cWFs computed using the optimal number of the signature genes for each organ (indicated in the accompanying S16 Table, where the best performing result–i.e., the lowest RMSE and the highest Pearson correlation coefficient shown in S6B Fig is highlighted in light green). The bar graphs are composed of the cell-types computed to be present for each organ by our method. The similarity scores (RMSE: Root Mean Squared Errors, Pearson correlation coefficient) are indicated at the top of the bar.
(TIF)

S7 Fig Accurate representation of the experimentally known differential cellular RNA contents between HEK293T and Jurkat cells regardless of their differential ratios. The cWFs are shown for HEK293T and Jurkat cells when they are mixed at 20: 80 and 80: 20 ratios. The results are shown by both box plots (left) and bar graphs (right). The bar graphs are indicated by mean ± S.E. The results with the signature genes number (Signature genes#), 100, 300, and 500 are shown. Raw data are available as S17 Table.
(TIF)

S8 Fig Prediction of putative changes of cell-type ratios of the heart during myocardial infarction (MI). The ratios for each cell-type (CM: cardiomyocyte, EC: endotheial cell, ECC: endocardial cell, FB: fibroblast, Leu: leukocyte, MyoFB: myofibroblast) at each MI stage (E: early MI, M: middle fibrosis, L: late remodeling) are indicated as their relative fold changes to their corresponding sham controls. The MI stages (E, M, L) are defined as previously described [26]. The cWFs were calculated from the sham operated mice data at each stage, using the number of the signature genes, 300, which was optimal in the analyses of deep RNA-seq data from 11 weeks-old male C57BL6/N Jcl mice. These cWFs of the sham operated mice data are used for the deconvolution of the MI data. The bar graphs are shown as mean ± S.E. Raw data are available as S18 Table.
(TIF)

S9 Fig Reconstitution of the whole organ RNA-seq of the aging model mouse by the composite scRNA-seq. The results with and without (no) cWFs are compared for each aging-stage (3 mos., 18 mos., 24 mos.) for each number of the signature genes (100, 300, 500) and for each organ (Brain, Heart, Kidney, Lung, Spleen). The similarity is shown as violin plots of the Pearson correlation coefficients. The corresponding raw data with no cWFs and with cWFs are found in S19 and S20 Tables, respectively.
(TIF)

S1 Table Raw data for Fig 1.

S2 Table Raw data for Fig 3. The abbreviations of cell types (Sheet A in S2 Table) and the raw data for Fig 3 (Sheet B in S2 Table) are shown.
(XLSX)

S3 Table Raw data for S1 Fig.

S4 Table Summary of datasets used in this paper.

S5 Table Raw data for Fig 4.

S6 Table Raw data for S2 Fig.

S7 Table Raw data for S3A Fig.

S8 Table Raw data for S3B Fig.

S9 Table Raw data for S4 Fig.

S10 Table Raw data for S5 Fig.

S11 Table Raw data for Fig 5B and 5C. The raw data for Fig 5B (Sheet A in S11 Table) and 5C (Sheet B in S11 Table) are shown.
(XLSX)

S12 Table Raw data for Fig 6. The raw data for Fig 6 (Sheet A in S12 Table) and the mean counts of the “Virtual scRNAseq” (Sheet B in S12 Table) are shown.
(XLSX)

S13 Table Raw data for Fig 8.

S14 Table Raw data for S6A Fig with no cWFs.

S15 Table Raw data for S6A Fig with cWFs.

S16 Table The optimal number of the signature genes for each organ shown in S6 Fig. The deconvolution results for each signature gene numbers (100, 300, 500) and the reference cell type ratios of human PBMC are shown in Sheet A in S16 Table. The abbreviations of cell types are described in Sheet B in S16 Table.
(XLSX)

S17 Table Raw data for S7 Fig.

S18 Table Raw data for S8 Fig. The fold-changes (FC) of each cell type in the MI vs. sham hearts (Sheet A in S18 Table) and their means (Sheet B in S18 Table) are shown.
(XLSX)

S19 Table Raw data for S9 Fig with no cWFs.

S20 Table Raw data for S9 Fig with cWFs.

S21 Table The deconvolution results using *Tabula Muris Senis* datasets. The best results (i.e., the lowest RMSE and the highest Pearson correlation coefficients) are highlighted in light-green. The failed improvements with cWFs are highlighted in pink.
(XLSX)

S22 Table The full names of the cell type abbreviations and the raw data for the heatmap shown in Fig 8. The abbreviations of cell types (Sheet A in S22 Table) and the raw data for Fig 8 (Sheet B in S22 Table) are shown.
(XLSX)

S23 Table Raw data for Figs 9B and 10B. The raw data for Fig 9B (Sheet A in S23 Table) and 10B (Sheet B in S23 Table) are shown.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

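The data analysed were 30 Quant 3' mRNA-seq libraries of whole-organ RNA, from 10 organs of each of 3 male mice aged 11 weeks. The authors deposited these values as raw counts per gene symbol, in a table for each mouse, with no normalization, and the labels of the columns name the mouse and the organ. A number marks the same animal in every organ. The paper's text does not name the aligner, the counting tool, the genome build or the annotation of these libraries. The total count per library ranged from 608186 to 1672976, with a median of 896467, and 0 rows named no gene. The scRNA-seq data, the deep RNA-seq data and the other whole-organ data of the study were not analysed here, so that no cWF was computed.

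From the deposited counts, the rows of Rn45s, Akap5 and Lrrc17 were removed and each library was scaled to 1000000 counts (CPM), as in the paper's preprocessing, and 0 rows were ERCC-labelled. Shares of counts were taken from the total count before this removal, with exact Clopper-Pearson 95% intervals for single libraries. Such intervals cover counting error only, since reads copied during amplification, if they were kept, are not independent molecules. Similarity was the Pearson correlation coefficient on CPM across all genes left. The concentration of counts was the effective number of genes, the exponential of the Shannon entropy of the CPM, and the share of the 10 highest genes.

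Differences between organs were tested with edgeR (version 4.0.16, R 4.3.3) by its quasi-likelihood test with TMM normalization, on 12960 genes left by its filter on low counts, with all 30 libraries in a single model of organ. Each organ was set against the mean of the other 9 organs, and a gene was called at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change of at least 1. Genes that differ between the 3 mice were tested in a model of organ and mouse by an F test on the mouse terms, at an adjusted p below 0.05. DESeq2 (version 1.42.0) was the alternative tool.

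Cell types were scored by marker lists of 5 genes each, all fixed before the data were examined. There were 63 lists for cell types of the study and 10 lists for other cell types. Many of the 63 lists hold the same genes under different organs. The score was log2 of the summed CPM plus a pseudocount of 1. It was tested one-sided by an exact permutation test within mice, in which any of the 10 organs of each mouse can carry the organ's label, so that there are 1000 arrangements and the smallest p is 0.001. Where the list has an own organ among the 10, that organ was left out, which leaves 729 arrangements and a smallest p of 0.00137. Adjusted p values are over the 63 lists, and over the 90 pairs of another list and an organ. The concentration measures were tested two-sided in the same way for the liver.

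The genes named in the text were set by a rule before the data were examined. They are the 3 removed genes, the genes of the marker lists, the 3 genes with the highest mean CPM in each organ and, for the differences between mice, the 5 genes with the smallest p. Genes named outside this rule are said to be so where they appear.

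Libraries of the same mouse were checked for shared deviations from the organ means over 6748 genes. The correlation of these deviations between organs averaged 0.0213 within mouse 2, 0.0159 within mouse 3 and 0.0225 within mouse 4 over 45 pairs of organs each, against -0.0106, -0.00756 and -0.0117 with libraries of the other mice. Deviations from an organ mean cancel out over its 3 mice, so that the values with other mice follow from those within a mouse. Only the values within a mouse carry information, and they are small. The pairing itself comes from the labels, which give a single animal per number. The alternatives tried were another scaling, no filter on low counts, the mouse as a replicate block, the 3 genes kept, another pseudocount, another correlation coefficient, libraries thinned to the smallest total, the highest gene of a list left out, and each mouse left out in turn. Leaving out the brain library of mouse 4 alone was added after the data were seen.

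The tests were checked on simulated data. Counts were drawn for each gene from its mean over all 30 libraries, with the real library sizes and a dispersion of 0.05. Unchanged genes thus had the same mean in every organ, unlike in the real libraries. Changed genes were taken from those with a mean above 20 CPM. The recovery therefore does not show how the tests fare with the organ differences of the real data. In the liver, 200 of 200 genes raised or lowered by a log2 fold change of 2 were called. Among the 11113 genes tested, 7 unchanged genes were called. For the comparison of the 3 mice, 200 of 200 genes raised or lowered by a log2 change of 1 in mouse 4 were called among 11094 genes, with 3 unchanged genes called. Of 20 marker lists raised 8-fold in their organ, 20 had a p of 0.05 or lower by the permutation test. Of 63 unchanged lists 6 did, of which 0 passed after adjustment. A GC trend built into 6000 genes fell from a Spearman coefficient of 0.751 to 0.0125 when it was taken out.

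Sequences were compared with blastn (version 2.17.0) against the transcripts of the GENCODE M21 annotation of GRCm38, which may differ from the annotation the authors used. Of the 24421 gene symbols, 23376 have a transcript there. Coordinates in the text are from that annotation. The slow muscle fibre genes, the pancreas genes outside the acinar list, the glucocorticoid-responsive genes and the genes of the circadian clock, used only in the closing observations, were listed before their values were seen but after the data had been examined.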

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

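The marker scores, their permutation test and the alternatives with TMM-scaled CPM, without the highest gene and with each mouse left out were set before the data were examined, and the tests of where a signal comes from were chosen after the score had been seen. For the adipocyte and blood explanations the deciding values had also been seen. Signals of cell types that the study does not list for an organ were scored over 90 pairs of a list and an organ, and 6 pairs were higher than in the other organs at an adjusted p below 0.05. With any mouse left out, 0 of the pairs passed, although the log2 differences of the 6 pairs stayed between 2.54 and 9.33. With 2 mice the smallest p before adjustment over 90 pairs is 0.01, or 0.0123 where the list has an own organ, so that this loss says nothing about stability.

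The adipocyte genes Adipoq, Lep, Plin1, Cidec and Cfd summed to 26828 ± 2851 CPM (SD, n = 3 mice) in the fat, where the cell types of the study hold no adipocytes, and the score was 9.31 higher than in the other organs on the log2(CPM + 1) scale (one-sided exact permutation test, adjusted p = 0.0247). Reads or tissue of another sampled organ are argued against, since the highest library of another organ had 3076 CPM, below the lowest fat library with 24055 CPM. Adipocytes of the fat itself stay open as a biological source, and no other explanation was tested.

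Skeletal muscle fibre genes summed to 13689 ± 1064 CPM in the skin, 9.64% of their level in the skeletal muscle and 8.36 higher on the log2 scale than in the organs other than the skeletal muscle (adjusted p = 0.0247, same exact test). If muscle of the kind sampled here had come with the skin, as tissue or as reads, slow fibre genes (Myh7, Tnnt1, Tnni1, Tnnc1 and Myl3) should reach the same share. They reached 10.7% ± 7.00 of their muscle level, against 9.64% ± 0.822 for the list, which leaves this source open. The slow fibre genes are low in both organs, with 30.6 CPM in the skin, and the test cannot separate carried-over muscle from a muscle layer of the skin itself, which may have been taken with it.

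The acinar cell list gave 71.2 ± 53.5 CPM in the spleen, 0.0273% of its level in the pancreas (log2 difference 3.20 from the organs other than the pancreas, adjusted p = 0.0412, same exact test). The lowest spleen library had 14.7 CPM and the highest library of another organ 24.1 CPM, so that the libraries overlap. With TMM-scaled CPM the adjusted p was 0.0771. The 10 highest pancreas genes outside the list reached 0.0300% ± 0.0225 of their pancreas level in the spleen, close to 0.0274% ± 0.0207 for the list as a mean over mice. A small carry-over of tissue or reads of the pancreas is a candidate explanation that this test leaves open.

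In the skeletal muscle, cardiomyocyte genes summed to 1295 ± 308 CPM, 6.68 higher than in the organs other than the heart (adjusted p = 0.0247, same exact test). Of the list, Actc1 had 1253 CPM, and without the highest gene the adjusted p was 0.691. Tissue or reads of the heart are argued against as the source, since Myh6 and Tnni3 together reached 0.0164% ± 0.00357 of their heart level, against 2.60% ± 0.654 for the list. Expression of Actc1 by skeletal muscle itself stays open and was not tested.

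Neutrophil genes summed to 523 ± 165 CPM in the spleen (log2 difference 4.36, adjusted p = 0.0247, same exact test), and the highest library of another organ had 696 CPM, above the spleen mean. The erythroid list gave 272 ± 84.2 CPM in the spleen (log2 difference 3.62, adjusted p = 0.0247), but it rests on Alas2 alone, since its 4 haemoglobin genes had a count of 0 in all libraries, and without Alas2 the difference was 0. With TMM-scaled CPM the adjusted p of the erythroid list was 0.0540. If both signals were blood left in the organ, the ratio of the 2 lists should be alike in blood-rich organs. It was 2.17 ± 1.27 in the spleen and 3.34 ± 2.04 in the lung, but 0.0421 ± 0.0253 in the liver. Blood and cells of the spleen itself cannot be told apart by this ratio, because the erythroid side is a single gene and the spread over mice is wide.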

How the results depend on the processing

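The alternatives were chosen before the data were examined, except that leaving out the brain library of mouse 4 alone was chosen after they had been seen. The shuffles of labels were chosen after the counts of genes they test.

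The share of counts on the 3 removed genes moved by less than the SD over mice under all alternatives run. This could not have come out otherwise, since leaving out 1 of 3 mice cannot move their mean by their SD. In the brain the share fell from 50.3% to 40.0% without mouse 4. The number of libraries closest to their own organ stayed within 1.5 times of the count under all alternatives run for it. The median similarity within organs, 0.997, moved by more than the median SD of an organ to 0.969 on the log2(CPM + 1) scale, 0.942 with Spearman's coefficient, 0.994 without the 10 highest genes and 0.9983 with the 3 genes kept. Counting rows that name no gene moved no share, since there are 0 such rows, and leaving out mitochondrial genes moved nothing, since 0 symbols start with mt-. Neither says anything about stability. The number of marker lists higher in their organ lay between 21 and 27, with 26 as reported. The 21 lists left without a mouse reflect in part that 2 mice allow no p below 0.01. The effective number of genes of the liver differed from that of the other organs by -899 to -941 with a mouse left out, by -900 with the libraries thinned to 336761 counts and by -588 with the 3 genes kept, and it passed the threshold under none of these.

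For genes that differ between organs, the replicate block, with the mouse as a further term, moved none of the 20 counts by more than 1.5 times, for example from 2290 to 2285 genes higher in the liver. It was run for these counts only. With organ labels shuffled within mice, 1 of 40 labellings gave as many genes in each of the 10 organs, the real one. Chance is thus argued against as the source of these counts. This is the smallest share that 40 labellings allow, and shuffled labels called at most 1021 genes in the lung to 2776 in the brain, where the real labels called 4907, with 1634 against 2424 in the fat as the closest. Leaving out TMM normalization shifted the log2 fold changes by between -1.90 in the pancreas and 0.71 in the lung, and the balance of the directions followed this shift by construction. Higher and lower genes without TMM numbered 4109 and 1218 in the brain, in place of 3060 and 1847. They were 3410 and 209 in the fat (1915 and 509 with TMM), 3089 and 641 in the kidney (2351 and 931), 4509 and 333 in the lung (2445 and 1118), 360 and 8446 in the pancreas (1235 and 1096), 1234 and 3217 in the skeletal muscle (2151 and 1428) and 4209 and 985 in the spleen (2349 and 1942). In the skin the lower genes fell from 533 to 272. DESeq2 gave 1800 higher and 885 lower genes in the fat, 2005 and 1677 in the kidney and 1366 and 715 in the pancreas, and the cause was not tested. With a mouse left out, the lower genes in the pancreas numbered 671 to 807, where fewer samples were tested.

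Of the marker lists, 9 changed the sign of their difference under some alternative, in 14 values, and 0 of these passed the threshold. With TMM-scaled CPM the log2 difference became -0.051 for fenestrated cells in the kidney, -0.18 for stromal cells in the lung, 1.69 for ductal and 0.82 for lymphoid cells in the pancreas, and 0.16 for endothelial cells in the skeletal muscle. Without the highest gene of each list it became 0.14 for endothelial cells in the brain, 0.058 for T-cells in the fat, -0.086 for fenestrated cells in the kidney, 0.0039 for ductal cells in the pancreas and -0.38 for anagen hair follicle keratinocytes in the skin. T-cells in the fat also changed sign with a pseudocount of 0.1 (0.45), without mouse 4 (0.17, with -0.15 without mouse 2) and with the 3 genes kept (0.033), and B-cells in the fat with a pseudocount of 10 (-0.29). The share of the highest genes in the liver, -2.82 percentage points from the other organs for 10 genes, was 1.47 for 50 genes. The cause was not tested for these, apart from the gene left out.

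Of 90 pairs of other cell types and organs, 6 passed as reported and 0 with any mouse left out, where the smallest adjusted p was 0.185. The genes that differ between the 3 mice, 59 with edgeR, numbered 27 with DESeq2, of which 24 were among the 59, and 156 with no filter on low counts, where all 59 remained. They numbered 36 to 56 with a mouse left out, where only 2 mice were compared, with 33, 36 and 18 of the 59 among them without mice 2, 3 and 4, and 137 without the brain library of mouse 4, with 41 of the 59 among them. The cause of the rise was not tested. The median coefficient with the study's virtual counts, 0.600, was 0.794 on the log2(value + 1) scale and 0.696 with Spearman's coefficient, and the cause was not tested. With the reference cell-type ratios used to rebuild the virtual organ counts, 1 result of this comparison moved and 5 stayed the same.

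Depth limits the low scores. Lists that sum to a few CPM rest on a few reads in libraries of 608186 to 1672976 counts, and the brain library of mouse 4 kept 336761 counts.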

Other observations

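The test for genes that differ between the mice, the spermatid and epididymal lists and the comparison with the study's virtual counts were planned before the data were examined, and the other patterns in this part were noticed in the data first. The tests of the Bc1 copies, of the ratio of Akap5 to Lrrc17, of a few genes and of another organ as the cause in the brain library of mouse 4, of the GC trend in the differences between mice, of the shuffled mouse labels, of the library left out from the differences between mice and of Alas2 against missing erythroid RNA were chosen after the values they use, or related ones, had been seen, and the other tests after the pattern but before their own values. Genes named here outside the marker lists, the 3 removed genes, the 3 highest genes per organ and the 5 leading genes of the mouse differences were chosen after values had been seen, except where a list is said to have been set first.

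The paper removes Akap5 and Lrrc17 as artifacts that are not mRNA, without naming their source. That the counts come from mRNA of the 2 genes is argued against by their ratio, which was 1.34, 1.33 and 1.51 in the brain libraries of mice 2, 3 and 4 and lay between 1.01 and 1.51 in all 30 libraries, while the share of Akap5 ranged from 0.0201% to 40.7%. A candidate explanation is the abundant brain RNA Bc1, of 168 nt, on chromosome 7 of GRCm38 from 144914470 to 144914637. Ranked by similarity of their transcripts to Bc1 among 23376 genes, Akap5 shared rank 1 and Lrrc17 had rank 6. In Akap5 the copy of 106 nt lies on the strand opposite to the transcript, in Lrrc17 the copy of 91 nt lies on the same strand. Bc1 itself had counts of only 1, 0 and 4 in the 3 brain libraries and at most 9 in any library. Of 12 genes with a copy of at least 80 nt and 93% identity, 3 were at least 4-fold higher in the brain, Akap5, Lrrc17 and Kif3a, so that a close copy alone does not bring the counts. Whether reads of Bc1 were placed on these copies was not tested on reads.

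The brain library of mouse 4 stood apart from the other brain libraries, with coefficients of 0.713 and 0.710 on CPM against 0.997 between mice 2 and 3. The leading genes Malat1 and Meg3 were lower in it, by a log2 ratio of -1.83 and -1.77. A few genes with most of the counts are argued against as the whole cause, since on the log2 scale, where each of 5354 genes counts alike, its coefficient with mouse 2 was 0.724, and 0.970 between mice 2 and 3. Depth is argued against too, since the libraries of mice 2 and 3 thinned to its 336761 counts had a coefficient of 0.995 with each other on CPM and 0.942 on the log2 scale. Its log2 ratio to the other brains followed GC content (Spearman coefficient across genes 0.321) and transcript length (-0.199), but with the trend taken out the coefficient rose only to 0.749 for GC content and 0.736 for length, and it was 0.724 for internal runs of 10 A bases, where priming inside transcripts could have occurred. These trends are therefore not the whole cause. A library of another organ, or a mixture with one of the other 9, is argued against as the whole cause by the 10 highest genes of each organ that are at least 100 times lower in the brains of mice 2 and 3. In the brain library of mouse 4 they reached between 0% and 0.644% of their level in the organ, highest for the skin, where the other brains had 0.166% and 0.169%. For the other 8 organs the values stayed at or below 0.397%, and the other brains had up to 0.300%. The skin genes, with 852 CPM against 220 and 223 CPM, were thus higher in this library, and their source was not tested. Over all genes on the log2 scale, its highest coefficient with another organ was 0.729, below 0.908 and 0.904 with the brains of mice 2 and 3. Another mix of brain cell types cannot be told apart from the difference between the animals, since the log2 ratios of the 8 brain lists spanned 0.87, from -0.30 to 0.57, against 0.67 between mice 3 and 2, with a single library to judge from. The handling of the RNA and a library batch stay open and were not tested, and the design names no biological difference between the mice.

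In the same brain library the spermatid genes Prm1, Prm2, Tnp1, Tnp2 and Ldhc summed to 445 CPM, from 150 counts, against 0 and 1.52 CPM in the brains of mice 2 and 3 and at most 61.1 CPM in any library of another organ. Tnp1 had 160 CPM and Prm1 143 CPM. If RNA or reads of the other sampled organs had entered this library in general, lists of acinar cells, hepatocytes, muscle fibres, cardiomyocytes and proximal tubule cells should be several times higher in it. Their sum was 157 CPM against 104 and 131 CPM in the other brains, a log2 ratio of 0.42, which argues against a general carry-over from these 5 organs. The skin is not among them, and its highest genes were higher in this library, but a library with at most 61.1 CPM of the spermatid genes cannot have supplied 445 CPM. Testis is not among the 10 organs analysed here, and RNA or reads of testis stay open as a source that was not tested. The epididymal and spermatid lists were above the other organs in no organ at the adjusted threshold.

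Between the 3 mice, 59 of 12960 genes differed across organs (edgeR's quasi-likelihood F test, adjusted p below 0.05). Mouse labels shuffled within organs gave as many genes in 1 of 40 labellings, the real one, and at most 31 in the others. Chance is thus argued against as the source of the whole number, with the smallest share that 40 labellings allow. Since a shuffled labelling called as many as 31 genes, part of the 59 may be false calls. The 5 leading genes were Ddit4, Tsc22d3, Cebpd, Nfkbia and Ctgf, with log2 differences of mouse 4 from mouse 2 of 1.99, 1.46, 1.68, 0.92 and 1.19 (edgeR adjusted p from 1.9e-12 to 3.1e-10), and all 5 were higher in mouse 4 in 10 of 10 organs. Mouse 3 lay between them, with 0.96, 0.54, 0.94, 0.33 and 0.61 above mouse 2. Per1 and Per2, seen among the called genes, were higher in mouse 4 in 10 and 9 organs, and in mouse 3 they differed from mouse 2 by a mean log2 ratio over the organs of 1.35 and -0.16. The brain library of mouse 4 alone is argued against, since 41 of the 59 genes were still called without it. A GC trend is argued against as well, since 46 of the 55 called genes with a reference transcript were still called when the GC trend of every library was taken out in the model, which brought the Spearman coefficient across genes from 0.173 to 0.0605. 2 biological explanations were tested as hypotheses, each on genes listed before their values were seen. Glucocorticoid-responsive genes (Fkbp5, Sgk1, Zbtb16, Klf9, Mt1, Mt2, Pdk4 and Cdkn1a) were on average 0.19 higher in mouse 4 on the log2 scale, in 8 of 10 organs (two-sided exact sign-flip permutation test over organs, p = 0.0703, adjusted p = 0.0703 over 3 lists), and 0.25 higher without the brain (adjusted p = 0.0176, same exact test). Zbtb16 with -0.55 and Pdk4 with -0.18 went the other way, each higher in only 4 of 10 organs. In mouse 3 the list was 0.13 higher than in mouse 2. If the organs of mouse 4 had been taken at another time of day, clock genes of opposite phase to Per1 (Arntl, Npas2 and Clock) should be lower. They were, with a mean of -0.60, in 9 of 10 organs (adjusted p = 0.0117, same exact test), although Npas2 moved by only -0.06. Npas2 had a mean of 2.06 CPM in mouse 2 and 1.51 CPM in mouse 4, where the counting error is large. The day-phase genes Dbp, Per3, Ciart and Hlf, which should have moved as well, were 0.33 higher on average, in 6 of 10 organs (adjusted p = 0.0703, same exact test), and 0.41 higher without the brain (adjusted p = 0.0313). Dbp went the other way with -0.25, while Per3, Ciart and Hlf were higher by 0.59, 0.70 and 0.28. At a mean of 2.64 CPM in mouse 2 and 2.23 CPM in mouse 4, Dbp rests on a few reads per library. With 6 of 10 organs higher, this prediction was met only in part. In mouse 3, where Per1 was higher too, the 2 clock lists differed from mouse 2 by only -0.11 and -0.046. Organs of a mouse are not independent, and with 1 animal per number neither explanation can be told apart from another difference between the animals. No time of sampling was found in the paper's text.

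All 6 adult haemoglobin genes in the tables (Hba-a1, Hba-a2, Hbb-bs, Hbb-bt, Hbb-b1 and Hbb-b2) had a count of 0 in all 30 libraries. Absence of erythroid RNA altogether is argued against by Alas2, an erythroid gene, whether it comes from blood or from cells of the organ, which had 272 ± 84.2 CPM in the spleen (SD, n = 3 mice, 199 to 364 CPM). Another possible explanation is that reads shared between near-identical genes were left out. The last 100 nt are repeated in another gene for 1 of 2 transcripts of Hba-a1 and 2 of 3 of Hbb-bs, and for 0 of 2 of Hba-a2 and 0 of 1 of Hbb-bt. Among 75 ribosomal protein genes, 94.1% of the 34 with a repeated end were counted at 1 CPM or more, against 95.1% of the 41 without (Fisher's exact test, two-sided, p = 1). Of these, Rpl26 and Rpl34 without a repeated end and Rpl30 and Rps27 with one were below 1 CPM. The explanation cannot be told apart from others by this test, since most of these genes have several annotated ends of which only some are repeated, and copies outside annotated transcripts were not searched. A step in library preparation that removes globin RNA, or rows emptied before deposit, stay open and were not tested.

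For 5 organs the deposited counts were set against the study's virtual organ counts, rebuilt from the mean virtual counts of S12 Table and the ratios of S11 Table. The copy of S12 Table used here holds 989 of its 23137 genes, those whose symbols come first in order, so that this is a description only. Across these genes the Pearson correlation coefficient with CPM was 0.877 ± 0.0463 (SD, n = 3 mice) for the brain, 0.722 ± 0.00746 for the fat, 0.600 ± 0.0132 for the heart, 0.449 ± 0.0259 for the kidney and 0.477 ± 0.0325 for the liver. The brain library of mouse 4, which stood apart from the other brains, had the highest brain value, 0.930 against 0.856 and 0.845 in mice 2 and 3. Genes are not independent replicates, and no explanation for the order of the organs was tested.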
